# Tumour‐induced alterations in single‐nucleus transcriptome of atrophying muscles indicate enhanced protein degradation and reduced oxidative metabolism

**DOI:** 10.1002/jcsm.13540

**Published:** 2024-07-13

**Authors:** Samet Agca, Aylin Domaniku‐Waraich, Sevval Nur Bilgic, Melis Sucuoglu, Meric Dag, Sukru Anil Dogan, Serkan Kir

**Keywords:** cancer cachexia, EDA2R signalling, single‐nucleus RNA sequencing, skeletal muscle atrophy

## Abstract

**Background:**

Tumour‐induced skeletal muscle wasting in the context of cancer cachexia is a condition with profound implications for patient survival. The loss of muscle mass is a significant clinical obstacle and is linked to reduced tolerance to chemotherapy and increased frailty. Understanding the molecular mechanisms driving muscle atrophy is crucial for the design of new therapeutics.

**Methods:**

Lewis lung carcinoma tumours were utilized to induce cachexia and muscle atrophy in mice. Single‐nucleus libraries of the tibialis anterior (TA) muscle from tumour‐bearing mice and their non‐tumour‐bearing controls were constructed using 10X Genomics applications following the manufacturer's guidelines. RNA sequencing results were analysed with Cell Ranger software and the Seurat R package. Oxygen consumption of mitochondria isolated from TA muscle was measured using an Oroboros O2k‐FluoRespirometer. Mouse primary myotubes were treated with a recombinant ectodysplasin A2 (EDA‐A2) protein to activate EDA‐A2 receptor (EDA2R) signalling and study changes in gene expression and oxygen consumption.

**Results:**

Tumour‐bearing mice were sacrificed while exhibiting moderate cachexia. Average TA muscle weight was reduced by 11% (*P* = 0.0207) in these mice. A total of 12 335 nuclei, comprising 6422 nuclei from the control group and 5892 nuclei from atrophying muscles, were studied. The analysis of single‐nucleus transcriptomes identified distinct myonuclear gene signatures and a shift towards type IIb myonuclei. Muscle atrophy‐related genes, including *Atrogin1*, *MuRF1* and *Eda2r*, were upregulated in these myonuclei, emphasizing their crucial roles in muscle wasting. Gene set enrichment analysis demonstrated that EDA2R activation and tumour inoculation led to similar expression patterns in muscle cells, including the stimulation of nuclear factor‐kappa B, Janus kinase–signal transducer and activator of transcription and transforming growth factor‐beta pathways and the suppression of myogenesis and oxidative phosphorylation. Muscle oxidative metabolism was suppressed by both tumours and EDA2R activation.

**Conclusions:**

This study identified tumour‐induced transcriptional changes in muscle tissue at single‐nucleus resolution and highlighted the negative impact of tumours on oxidative metabolism. These findings contribute to a deeper understanding of the molecular mechanisms underlying muscle wasting.

## Introduction

Tumour‐induced skeletal muscle wasting is one of the characteristics of cancer cachexia, a deadly condition that negatively influences the prognosis and the survival of patients. Progressive weight loss due to the wasting of muscle and adipose tissues affects the majority of patients with gastric, pancreatic, lung, colorectal and prostate cancers and accounts for at least 20% of all cancer deaths.^1^ Muscle wasting is associated with frailty, chemotherapy intolerance and a lack of response to treatment.^2^ Loss of muscle mass results in impaired physical strength and the consequent poor quality of life, which is often irreversible due to a lack of effective therapeutics.^3^ Wasting is driven by the atrophy of muscle tissue, which involves reduced protein synthesis and excessive proteolysis.^4^ Despite the progress made in understanding the molecular mechanisms underlying muscle atrophy, additional research is needed to uncover novel players and develop new tools for treatment.

Our recent work demonstrated that ectodysplasin A2 (EDA‐A2) receptor (EDA2R) signalling mediates tumour‐induced muscle wasting by enhancing the expression of muscle atrophy‐related genes, including *Atrogin1* and *MuRF1*.^5^ EDA2R is a member of the tumour necrosis factor (TNF) receptor superfamily.^6^ The expression of EDA2R and its ligand, EDA‐A2, is highly enriched in skeletal muscle tissue.^5^ The overexpression of EDA‐A2 in muscle tissue was found to cause severe myodegeneration.^7^ We have shown that cachexia‐associated muscle atrophy is accompanied by the upregulation of EDA2R expression,^5^ which was originally identified using whole transcriptome analysis. Although bulk transcriptomics is instrumental in studying disease states in different tissues, a major limitation of this technique is that the expression profiles of a heterogeneous cell population are averaged, and valuable information on differential gene expression in specific subsets of the cells is lost. In this study, we utilized high‐throughput, high‐resolution transcriptomics to determine tumour‐induced alterations in muscle gene expression at single‐nucleus resolution.

Skeletal muscle tissue is composed of giant syncytial cells called myofibers, each containing numerous myonuclei. While single‐cell RNA sequencing (scRNA‐seq) enabled studying mononucleated cells in muscle tissue,^8^ high‐throughput profiling of both mononuclear and multinuclear cells is achieved by single‐nucleus (sn)RNA‐seq. This technique involves nuclear isolation and detects nuclear‐enriched transcripts, including pre‐mRNA.^9^, ^10^ snRNA‐seq studies on skeletal muscle tissues indicated that *Titin*‐expressing myonuclei account for the majority of the nuclei (~65%), while the remaining originate from mononuclear cells, including muscle satellite cells (MuSCs), fibro‐adipogenic progenitors (FAPs), endothelial cells, tenocytes, smooth muscle cells and immune cells.^9^, ^10^, ^11^, ^12^, ^13^, ^14^, ^15^, ^16^, ^17^, ^18^ Adult skeletal muscle comprises fast‐ and slow‐twitch myofibers classified by the expression of specific myosin heavy chain (MYH) genes. In mice, slow myofibers are enriched in *Myh7* expression (type I), while fast myofiber types express high levels of *Myh2* (type IIa), *Myh1* (type IIx) or *Myh4* (type IIb). snRNA‐seq analysis enables the detection of distinct myonuclear gene signatures representing myofiber types and specialized functions, such as the neuromuscular junction (NMJ) and the myotendinous junction (MTJ).^19^, ^20^ Here, we report that remote tumour growth in mice impacted the transcriptome of muscle tissue, which exhibited the enrichment of type IIb myonuclear gene signatures, the activation of muscle atrophy‐related mechanisms, including EDA2R, and the suppression of pathways associated with muscle contractility and oxidative metabolism.

## Materials and methods

### Mice

Mice were housed at 22°C and under 50% humidity with 12 h of light and 12 h of dark cycles (07:00–19:00) and given ad libitum access to a standard rodent chow diet and water in the Koç University Animal Research Facility in accordance with institutional policies and animal care ethics guidelines. Eight‐ to 12‐week‐old male mice with a C57BL/6 background were used for the experiments. EDA2R knockout mice were previously described.^5^, ^7^ Lewis lung carcinoma (LLC) cells were used for tumour inoculation. LLC cells were cultured in Dulbecco's modified Eagle's medium (DMEM) (Sigma, No. 5796) with 10% foetal bovine serum (FBS) and penicillin/streptomycin (PS) (Invitrogen). A total of 5 × 10^6^ LLC cells were injected subcutaneously over the flank, while control mice received phosphate‐buffered saline (PBS) only. Tibialis anterior (TA) muscles contralateral to the tumour inoculation site were harvested 16 days after LLC inoculation. In each experiment, different cohorts of mice were utilized, and TA samples were used as whole pieces.

### Tissue histology

Isopentane was cooled with liquid nitrogen until it was at least half‐frozen. TA muscle samples were placed in the cooled isopentane for 10 s. The frozen tissues were embedded in Tissue‐Tek OCT freezing medium (Sakura) and cut into 8‐μm‐thick sections using a cryostat. Sections were collected on Superfrost Plus slides (Thermo). The sections were fixed with 4% paraformaldehyde and stained with haematoxylin (Merck, No. 105174), 0.1% hydrochloric acid, eosin (Merck, No. 109844), a 70–100% ethanol gradient and xylene (Isolab). The cross‐sectional area of the muscle fibres was measured using ImageJ software.

### Immunofluorescence staining of muscle sections

Cryosections of the TA muscles were incubated with a blocking solution (3% bovine serum albumin [BSA] + 0.1% Triton X‐100 + 5% horse serum) for 1 h at room temperature and then with monoclonal anti‐myosin heavy chain (MyHC) antibodies in the blocking solution overnight at +4°C. MyHC antibodies (DSHB) were as follows: SC‐71 (IgG1, 1:100 dilution) specific for MyHC‐2A; BF‐F3 (IgM, 1:100 dilution) specific for MyHC‐2B; 6H1 (IgM, 1:50 dilution) specific for MyHC‐2X; and BA‐F8 (IgG2b, 1:50 dilution) specific for MyHC‐I (slow, alpha and beta fibres). Sections were washed with PBS and incubated in the blocking solution containing goat anti‐mouse IgM Alexa Fluor 488 (Abcam, ab150121, 1:500) antibody and goat anti‐mouse IgG H&L Alexa Fluor 594 (Abcam, ab150116, 1:500) antibody for 1 h. Finally, the sections were mounted using a homemade mounting medium. Using fluorescence microscopy tile imaging (Zeiss), whole TA cross‐sections were acquired, which were analysed for fibre type composition and cross‐sectional area with ImageJ software.

### Primary myoblast culture

Mouse primary myoblasts were isolated from the limb muscles of 2‐ to 3‐day‐old pups and cultured in Ham's F‐10 nutrient mixture (Invitrogen) as described before.^21^ The culture medium was supplemented with 20% FBS (Invitrogen), 2.5 ng/mL of basic fibroblast growth factor (bFGF; Sigma) and PS (Invitrogen). For differentiation, cultured myoblast cells were transferred to DMEM (Sigma 5796) with 5% horse serum (Invitrogen) and PS. Myoblasts differentiated into myotubes were treated with 250 ng/mL recombinant EDA‐A2 protein (R&D Systems 922‐ED) for 24 or 48 h.

### Immunofluorescence staining of primary myotubes

Cells fixed in ice‐cold 100% methanol at −20°C for 10 min were incubated in a blocking solution containing 3% BSA, 0.1% Triton X‐100 and 10% horse serum at room temperature for 1 h. Cells were then incubated with a MyHC antibody (DSHB, MF20) at a 1:1000 dilution in the blocking solution for 1 h at room temperature. After washing with PBS, the cells were treated with an anti‐mouse IgG H&L Alexa Fluor 594 secondary antibody (Abcam, ab150116) at a 1:2000 dilution and DAPI (Cayman) at a 1:3000 dilution in the blocking solution for 1 h. Cells mounted with a homemade medium were visualized using a Zeiss fluorescence microscope. At least 10 distinct myotubes were analysed for each image. The diameters of individual myotubes were measured at three different sites with values averaged using ImageJ software.

### RT‐qPCR

Total RNA from cultured myotubes or TA muscle samples was extracted using Qiazol reagent (Qiagen), and purification was performed using RNA spin columns (Ecotech). TissueLyzer LT (Qiagen) was used to homogenize the tissues. A high‐capacity cDNA reverse transcription kit (Thermo) was used for complementary DNA synthesis. Reactions were set with 25 ng of cDNA, 150 nmol of specific primers and iTaq Universal SYBR Green Supermix (Bio‐Rad). Gene expression was analysed by RT‐qPCR using a CFX Connect instrument (Bio‐Rad). Calculations for relative mRNA levels were done by the ΔΔCt method and normalized to cyclophilin mRNA.

### Bulk RNA sequencing

Mouse primary myoblasts were differentiated into myotubes for 48 h and then treated with 250 ng/mL recombinant EDA‐A2 for 24 h. Isolation and DNase treatment of total RNA were performed using Qiazol reagent (Qiagen) and the Direct‐zol RNA MiniPrep kit (Zymo Research). Isolated samples were prepared with the Illumina TruSeq Stranded mRNA Library Prep Kit. Illumina NovaSeq technology was used for pair‐end sequencing, which produced a total of 60 million (2 × 100 bp) paired‐end reads per sample. The quality check of raw sequencing data was done with FastQC (v0.11.9), and reports were created with MultiQC (v1.12). Trimming of poor‐quality reads and adaptor sequences was performed with trimGalore (v0.6.5). A mouse genome index (GRCm39) was created, and reads were mapped using STAR (v2.7.3a). The quality of the mapped data was checked with qualimap (v2.2.1). Quantifications of alignments were done by HTSeq (v0.11.1).

### Skeletal muscle nuclei isolation

A previously described protocol was used to isolate nuclei.^11^ Briefly, TA muscle samples dissected from six mice in each group were combined and processed together. Samples were chopped with dissection scissors and placed into a lysis buffer containing 10 mM Tris–HCl, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% NP40 in nuclease‐free water. Samples were homogenized using a douncer and filtered with 70 and 40 μm of cell strainers. After centrifugation for 5 min at 500 g at 4°C, the supernatant was discarded, and the nuclei were resuspended, stained with DAPI and subjected to fluorescence‐activated cell sorting.

### Single‐nucleus RNA sequencing and bioinformatic analyses

10X Genomics applications were used following the manufacturer's guidelines (Chromium Next GEM Single Cell 3′ Reagent Kits) to prepare the libraries, which were sequenced using the Illumina HiSeq X system. The sequencing strategy was designed to detect 7000 nuclei per condition and 50 000 reads per nucleus. Sequencing data were first analysed and filtered using the Cell Ranger (v7.0) Single‐Cell Software Suite provided by 10X Genomics, which yielded 6622 nuclei for the control group and 5998 nuclei for the cachectic group. Data were counted and mapped using the cellranger count function with "include introns" option for pre‐mRNAs. Further analysis was performed using the Seurat (v4.3.0) R (v4.2.2) package on RStudio (v2022.12.0), which filters nuclei, normalizes expression data and carries out principal component analysis for clustering and uniform manifold approximation and projection (UMAP) visualization. After the filtering step, which removes damaged nuclei (with <200 genes or >1% mitochondrial RNA) or duplicate nuclei (with >5000 genes), we obtained 6422 nuclei for the control group and 5892 nuclei for the cachectic group. The Seurat R package was also used to perform marker assignment of the clusters and gene ontology analysis of their uniquely expressed genes. ClusterProfiler (4.7.1.003) R package was used for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, and gene set enrichment analysis (GSEA) software (v4.3.2) was used for hallmark gene sets enrichment analysis. The Monocle3 analysis toolkit was used for single‐cell trajectory analysis. This algorithm identifies branching trajectories based on gene expression similarities.

### Mitochondria isolation, oxygen consumption and H_2_O_2_ production rate measurements

Mitochondria were isolated from the TA muscle. Following dissection, the muscles were cut into small pieces and incubated in ice‐cold PBS supplemented with 10 mM EDTA and 0.05% trypsin for 30 min. The supernatant was discarded after centrifugation at 200 g for 5 min at 4°C. The pellet was resuspended in IB_m_1 buffer (67 mM sucrose, 50 mM KCl, 50 mM Tris–HCl, 10 mM EDTA, 0.2% fatty acid‐free BSA, pH 7.4) and homogenized using a Teflon‐Glass pestle. The homogenous solution was centrifuged at 700 g for 10 min at 4°C. The supernatant was transferred into a new tube and centrifuged at 8000 g for 10 min at 4°C. The pellet containing mitochondria was resuspended in 50 μL of IB_m_2 buffer (250 mM sucrose, 0.3 mM EGTA‐Tris, 10 mM Tris–HCl, pH 7.4).

Oxygen consumption rates were measured using an Oroboros O2k‐FluoRespirometer (Oroboros Instruments, Innsbruck, Austria). A total of 130 μg of muscle mitochondria was diluted in 2 mL of mitochondrial respiration buffer MiR05 (0.5 mM EGTA, 3 mM MgCl_2_, 60 mM lactobionic acid, 20 mM taurine, 10 mM KH_2_PO_4_, 20 mM HEPES, 110 mM sucrose, 1 mg/mL fatty acid‐free BSA, pH 7.2) inside the Oroboros O2k‐FluoRespirometer chambers. A substrate‐uncoupler‐inhibitor‐titration (SUIT) protocol was used to determine the additive effect of Complex I‐ and Complex II‐linked substrates in isolated mitochondria. The following chemicals are added in order: 10 mM glutamate, 2 mM malate, 2.5 mM adenosine diphosphate (ADP), 10 mM succinate, 0.5 μM rotenone, 10 nM oligomycin, stepwise 0.5 μM carbonyl cyanide 3‐chlorophenylhydrazone (CCCP) and 2.5 μM antimycin A.

A total of 3 × 10^5^ primary myotubes per well were incubated with their culture medium in the Oroboros O2k‐FluoRespirometer. Routine respiration represented the physiological coupling state of the myotubes; the ‘Electron Transfer (ET) capacity’ was obtained by the stepwise addition of 0.5 μM CCCP.

H_2_O_2_ production rate was measured at 37°C using 130 μg of muscle mitochondria diluted in 2 mL of mitochondrial respiration buffer MiR05 (0.5 mM EGTA, 3 mM MgCl_2_, 60 mM lactobionic acid, 20 mM taurine, 10 mM KH_2_PO_4_, 20 mM HEPES, 110 mM sucrose, 1 mg/mL fatty acid‐free BSA, pH 7.2) in an Oroboros O2k‐FluoRespirometer. The reaction of H_2_O_2_ and Amplex® UltraRed (10 μM) is catalysed by horseradish peroxidase (1 U/mL) and superoxide dismutase (5 U/mL) to produce the red fluorescent compound resorufin. The reaction is initiated by the addition of succinate (10 mM), followed by 0.5 μM rotenone, 2.5 mM ADP and 2.5 μM antimycin A. In between, 0.1 μM H_2_O_2_ was added for internal and experimental calibration. The change in emitted fluorescence, which was directly proportional to the H_2_O_2_ produced, was calculated.

### Statistical analysis

An unpaired two‐tailed Student's *t*‐test was used for comparisons between the two groups. A paired two‐tailed Student's *t*‐test was used for oxygen consumption analysis (*Figure* *7*). A chi‐squared test was used to compare changes in the proportion of nuclear clusters between the control and cachectic muscle tissues. Data are represented as mean ± SEM. Sample size (*n*) refers to biological replicates.

### Data availability

Bulk RNA sequencing data generated in this study are available in the GEO database with Accession Number GSE245799. Single‐nucleus RNA sequencing datasets and analysis codes have been deposited at https://doi.org/10.5281/zenodo.11090497.

## Results

### snRNA‐seq analysis of atrophying muscles identifies mononuclear and myonuclear gene signatures

We utilized LLC cells to induce cachexia and muscle atrophy in mice. Syngeneic C57BL/6 mice injected with LLC cells were sacrificed 16 days after tumour inoculation while they experienced moderate cachexia and loss of muscle mass and function.^5^, ^22^, ^23^, ^24^, ^25^ We investigated single‐nucleus transcriptomes of the TA muscle from tumour‐bearing mice and their non‐tumour‐bearing controls. The TA muscles of the cachectic mice exhibited evident wasting as the tissue weight and average muscle fibre cross‐sectional area were reduced significantly in this group (*Figure* *1* *A,B*). Muscle fibres with a small cross‐sectional area were enriched (*Figure* *1* *C*). Similarly, these mice displayed reduced tumour‐free body weight and wasting of adipose tissues (*Figure* *S1* *A–C*). TA muscle samples from six different mice in each group were pooled for nuclear isolation. DAPI‐stained nuclei were subjected to fluorescence‐activated sorting. We constructed single‐nucleus libraries using 10X Genomics applications, following the manufacturer's guidelines, and performed RNA sequencing. We utilized the Cell Ranger software and the Seurat R package to perform quality control and data analysis, as detailed in the Methods section.

**Figure 1:**
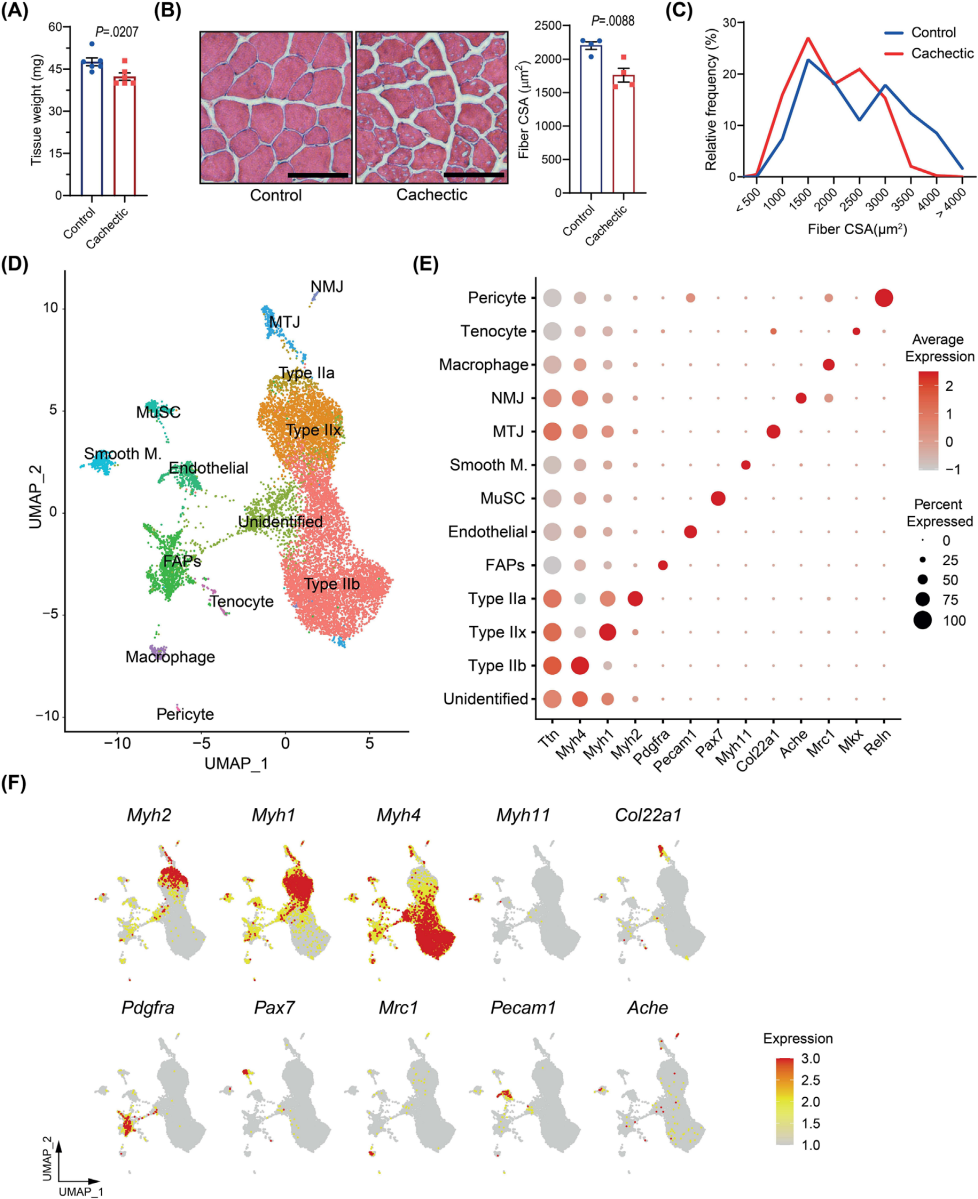
Single‐nucleus RNA sequencing (snRNA‐seq) analysis of atrophying muscles identifies mononuclear and myonuclear gene signatures. (A) Tibialis anterior (TA) muscle weight of control and cachectic mice. (*n* = 6) (B, C) Haematoxylin and eosin staining of the TA muscle cross‐sections. Scale bars: 100 μm. Comparison of mean cross‐sectional areas of TA muscle fibres (*n* = 4) (B) and (C) distribution of fibre frequencies. (D) Uniform manifold approximation and projection (UMAP) visualization of nuclear clusters; each distinct cell type is colour‐coded. (E) Dot plot of marker gene expression for each nuclear cluster. The size of the dots represents the percentage of nuclei expressing the marker gene, and the red colour intensity indicates the expression level. (F) UMAP plots of marker gene expression for each nuclear cluster. (A, B) An unpaired two‐sided Student's *t*‐test was used for statistical analysis. Data are represented as individual points and mean ± SEM. See also *Figure* *S1*.

We analysed a total of 12 335 nuclei, comprising 6422 nuclei from the control group and 5892 nuclei from atrophying muscles. Using Seurat and UMAP clustering, we identified 22 distinct unsupervised clusters (*Figure* *S1* *D*). Based on the expression of specific signature genes (*Figure* *S1* *E,F*), all clusters were assigned to 12 known cell types, consisting of type II myofibers (including IIa, IIb and IIx), MTJ, NMJ, FAPs, endothelial cells, MuSCs, smooth muscle cells, macrophages, tenocytes and pericytes, and unidentified nuclei (Cluster 4) (*Figure* *1* *D,E*). A heatmap of the top 5 markers of the identified clusters demonstrated distinct gene expression patterns between these groups (*Figure* *S1* *F*). UMAP clustering of signature genes, including *Myh2* (type IIa), *Myh1* (type IIx), *Myh4* (type IIb), *Myh11* (smooth muscle), *Col22a1* (MTJ), *Pdgfra* (FAPs), *Pax7* (MuSC), *Mrc1* (macrophages), *Pecam1* (endothelial cells) and *Ache* (NMJ), illustrated the distribution of these clusters (*Figure* *1* *F*).

### Tumours induce the enrichment of type IIb myonuclear signatures in tibialis anterior muscle

A comparison of nuclear populations between the control and cachectic muscles indicated that the distribution of these clusters was altered in the presence of tumours (*Figure* *2* *A*). The predominant cell type in the control TA muscles is type II fibres, which contain 64.86% of all nuclei. The representation of type II myonuclei increased to 76.22% in the cachectic muscles (chi‐squared *P* < 0.00001). An increase in the proportion of type IIb myonuclei from 41.03% to 52.75% accounted for the bulk of this change (*Figure* *2* *B*). In addition, slightly increased proportions of NMJ and MTJ myonuclei were detected. Interestingly, the representation of mononuclear cells, including FAPs, endothelial cells, smooth muscle cells, macrophages, tenocytes and pericytes, was reduced in the cachectic muscles (chi‐squared *P* < 0.00001) (*Figure* *2* *B*). These findings argue that tumour growth induced the enrichment of myonuclear signatures, particularly type IIb myonuclei, in muscle tissue.

**Figure 2:**
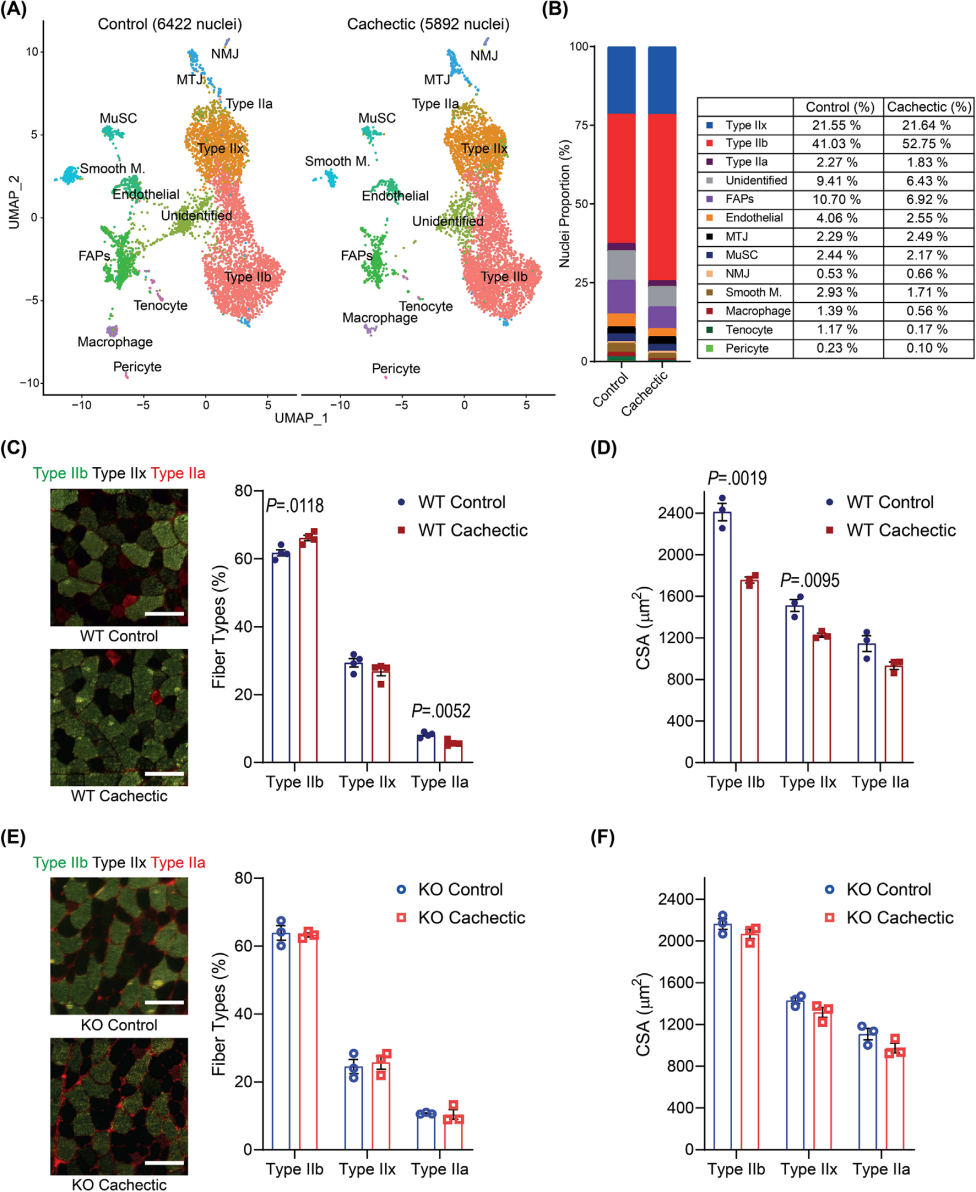
Tumours alter the composition of myofiber types in tibialis anterior (TA) muscle. (A) Uniform manifold approximation and projection (UMAP) plot of nuclear clusters in control (left panel) and cachectic (right panel) TA muscles; each distinct cell type is colour‐coded. (B) Proportions of nuclear clusters in control and cachectic muscles, relative to the total number of nuclei in each group. (C) Representative images of immunofluorescence (IF) staining of TA muscle sections of wild‐type (WT) mice. Green and red signals visualize Myh4 (type IIb) and Myh2 (type IIa) expression, respectively, while dark fibres are type IIx. Scale bars: 100 μm. The fibre‐type composition of WT TA muscle sections identified by IF staining (right panel) (*n* = 4). (D) Comparison of cross‐sectional areas of WT TA muscle fibres (*n* = 3). (E) Representative images of IF staining of TA muscle sections of ectodysplasin A2 receptor (EDA2R) knockout (KO) mice. Scale bars: 100 μm. The fibre‐type composition of the KO TA muscle sections identified by IF staining (right panel) (*n* = 3). (F) Comparison of cross‐sectional areas of KO TA muscle fibres (*n* = 3). (C–F) An unpaired two‐sided Student's *t*‐test was used for statistical analysis. Data are represented as individual points and mean ± SEM.

We analysed the change in the composition of myofibers to investigate the impact of the enrichment of type IIb myonuclear signatures upon tumour inoculation. Immunofluorescence staining of TA muscle sections showed that the majority of muscle fibres are type IIb and type IIx, while type IIa and type I fibres make up a small fraction (*Figure* *2* *C*). The percentage of type IIb fibres increased from 61.59 to 66.11 in the cachectic muscles, arguing that the tumour‐induced increase in the proportion of type IIb myonuclei was also reflected in the frequency of these myofibers (*Figure* *2* *C*). Upon tumour inoculation, the cross‐sectional area of all myofibers was reduced. This effect was more pronounced for type IIb fibres (−27.2%) as opposed to type IIa and type IIx fibres (−18.5% and −18.9%, respectively) (*Figure* *2* *D*). Interestingly, EDA2R‐deficient muscles that are resistant to tumour‐induced muscle loss^5^ did not display the enrichment in type IIb myofibers. Similarly, the cross‐sectional area of the EDA2R‐deficient myofibers did not change significantly upon tumour growth (*Figure* *2* *E*,*F*). Therefore, the switch to type IIb myofiber identity is likely associated with the loss of muscle mass and the activity of the EDA2R pathway.

We further analysed type II myonuclear gene signatures in our snRNA‐seq dataset and identified four distinct myonuclear populations (*Figure* *3* *A*). We categorized them based on *Myh* gene expression and detected a cluster representing type IIa and type IIx myonuclei (type IIa‐x) and three distinct clusters representing type IIb myonuclei (type IIb‐1, IIb‐2 and IIb‐3) (*Figure* *3* *B,C*). Upon cachexia, a 10% drop in the number of type IIa‐x myonuclei and ~5% increases in each of type IIb‐1 and type IIb‐2 myonuclei were detected (chi‐squared *P* < 0.00001) (*Figure* *3* *D*). In fact, the population of Myh2^+^ myonuclei representing type IIa was clearly diminished with cachexia, whereas Myh4^+^ myonuclei (type IIb) were enriched (*Figure* *3* *C*). Myh1 representation (type IIx) was also reduced. Trajectory analysis of type II myonuclei revealed a continuous path originating from type IIa‐x myonuclei, extending into type IIb‐1 and branching out to type IIb‐2 and type IIb‐3 clusters, implying that cancer cachexia may promote the transition of type IIa and type IIx myonuclei towards the type IIb identity (*Figure* *3* *E*). However, it cannot be ruled out that remote tumour growth also induces the fusion of myogenic progenitors, which contribute myonuclei with type IIb myonuclear characteristics.

**Figure 3:**
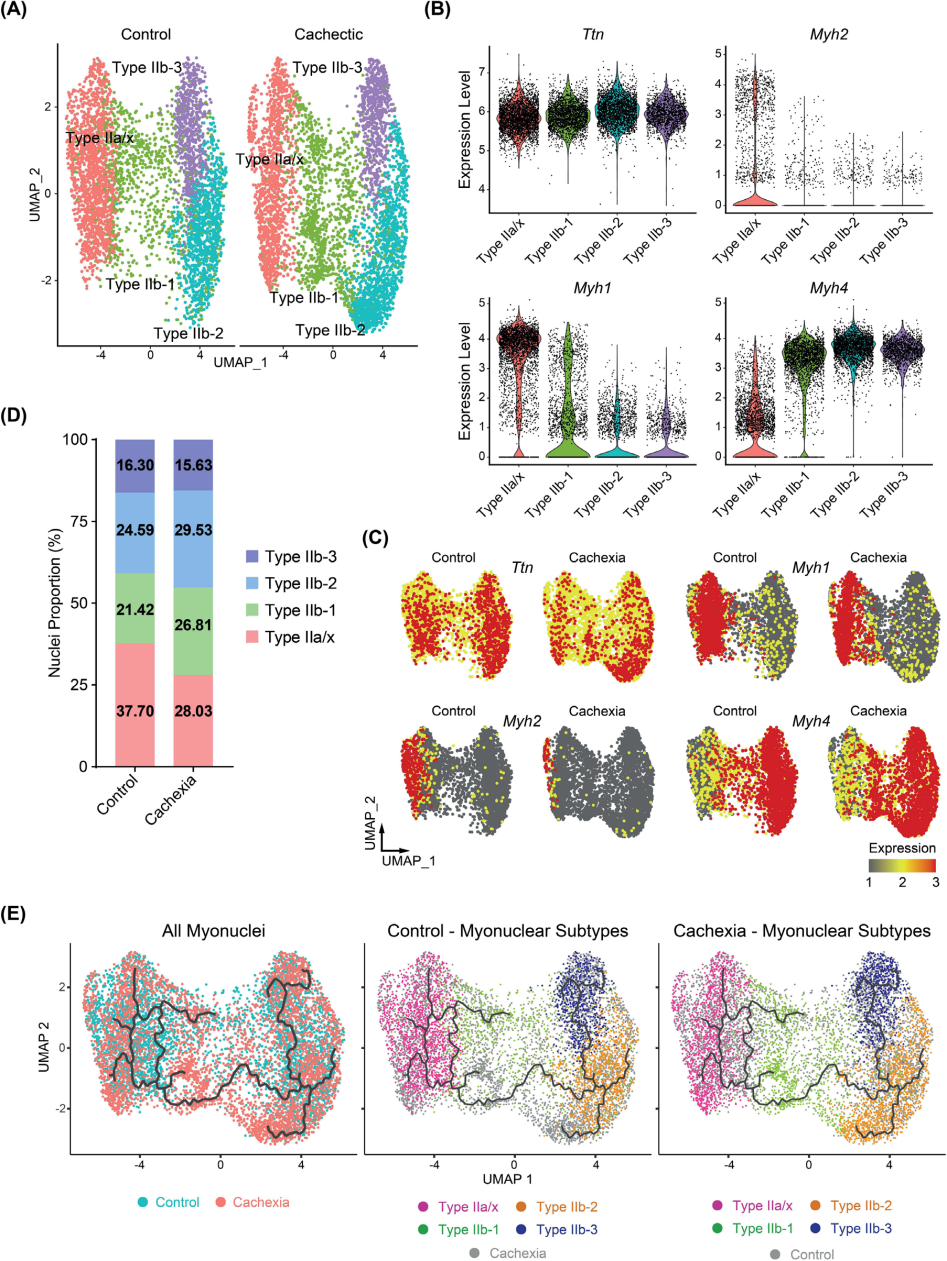
Tumours induce the enrichment of type IIb myonuclear signatures in tibialis anterior (TA) muscle. (A) Uniform manifold approximation and projection (UMAP) plot of myonuclear clusters in control (left panel) and cachectic (right panel) TA muscles; each distinct cell type is colour‐coded. (B) Violin plot of expression levels of the selected genes in myonuclear subtypes. (C) UMAP plots representing levels of marker gene expression in control and cachectic myonuclei. (D) Proportions of myonuclear clusters in control and cachectic muscles. (E) UMAP plots depicting the trajectory analysis of myonuclei from control and cachectic muscles. The myonuclei are coloured according to conditions in the left panel and according to identified subtypes in the middle and right panels. Data are represented as individual points.

### Tumours promote the enrichment of atrophy‐related myonuclear signatures in tibialis anterior muscle

We next investigated differentially expressed genes (DEGs) in myonuclei. Comparison of control and cachectic muscles indicated upregulated expression of atrophy‐related genes in the latter group, including *Atrogin1* (*Fbxo32*) and *MuRF1* (*Trim63*) (*Figure* *4* *A,B*). These two genes encode E3 ubiquitin ligases, which are well‐known inducers of muscle protein breakdown and atrophy.^4^ The expression of *Atrogin1* and *MuRF1* was elevated in all myofiber types, but this change was particularly striking in type IIb myonuclei (*Figure* *4* *A*), arguing a predominant effect on type IIb fibres during muscle wasting. Other E3 ubiquitin ligase‐associated genes linked to protein degradation, such as *Asb2* and *Klhl38*, were also upregulated (*Figure* *4* *B*).^26^, ^27^ Notably, expression of genes involved in the regulation of metabolic activities, including *Pik3r1*, *Pdk4*, *Foxo1*, *Rorc* and *Lpin1*, increased in type IIb myonuclei upon cachexia (*Figure* *4* *B*). Particularly, *Pdk4*, which encodes a kinase that phosphorylates pyruvate dehydrogenase and inhibits pyruvate oxidation, and the transcription factor *Foxo1* stood out as muscle atrophy‐related markers.^28^, ^29^

**Figure 4:**
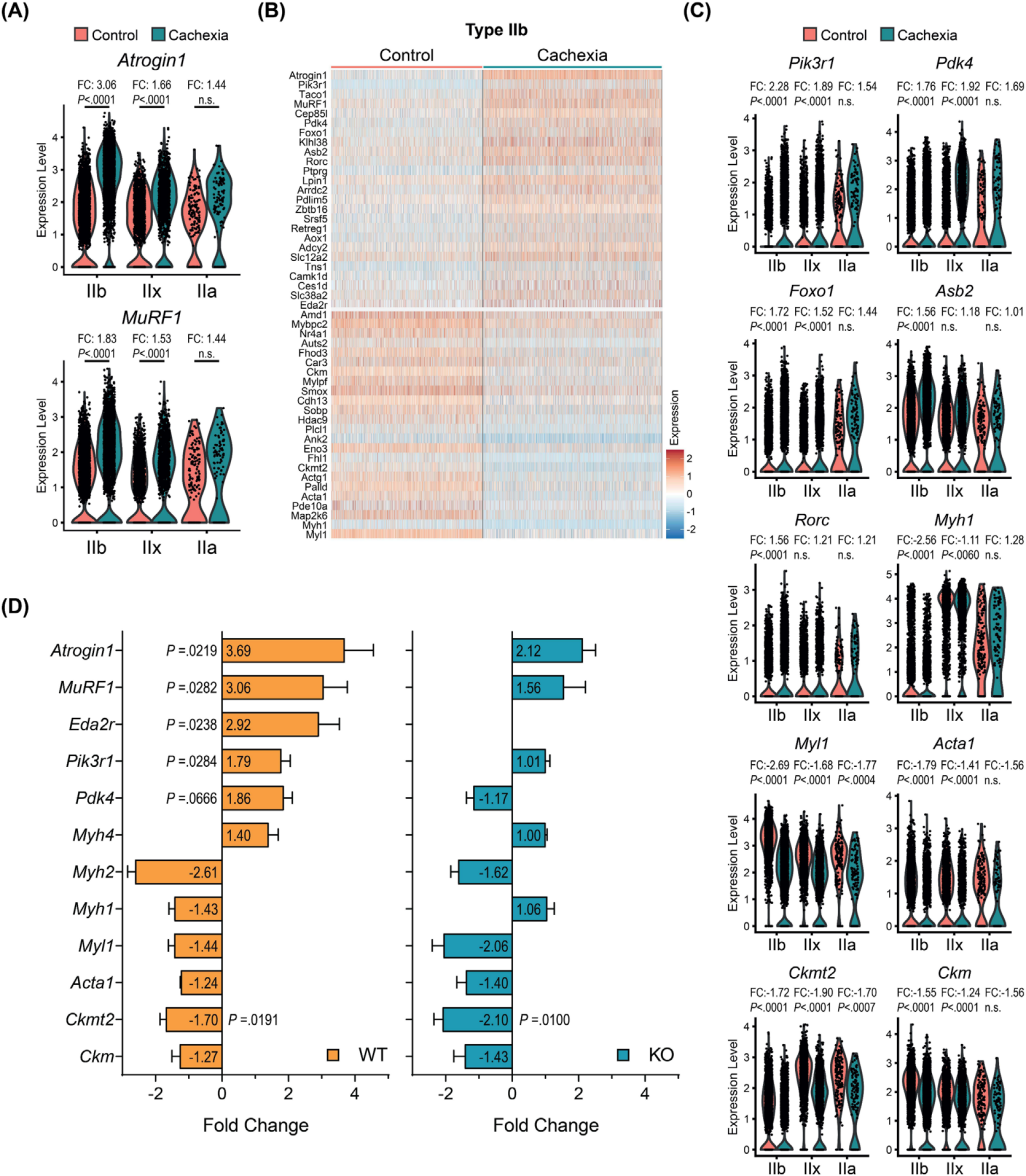
Tumours promote the enrichment of atrophy‐related myonuclear signatures in tibialis anterior (TA) muscle. (A) Violin plots of *Atrogin1* and *MuRF1* expression levels in myonuclei with fold change (FC) values for each cluster (red: control, blue: cachectic). (B) Heatmap of the differentially expressed genes (DEGs) in type IIb myonuclei. (C) Violin plot of the expression levels of selected genes in myonuclei with FC values for each cluster (red: control, blue: cachectic). (D) RT‐qPCR analysis of selected genes in bulk RNA isolated from control and cachectic TA muscle samples of wild‐type (WT) and ectodysplasin A2 receptor (EDA2R) knockout (KO) mice (*n* = 4 for WT, *n* = 5 for KO). (A, C) The Benjamini–Hochberg adjusted *P* value was used for statistical analysis. (D) An unpaired two‐sided Student's *t*‐test was used for statistical analysis. Data are represented as individual points or mean ± SEM.

Genes downregulated in the cachectic type IIb myonuclei include *Myh1*, *Myl1*, *Acta1*, *Actg1*, *Ank2*, *Fhl1*, *Mylpf*, *Fhod3* and *Mybpc2*, which are involved in muscle contraction and its regulation (*Figure* *4* *B*). Notably, the expression of the creatine kinase genes *Ckm* and *Ckmt2* and the muscle‐specific glycolytic enzyme *Eno3* was also reduced, implicating that the energy metabolism supporting muscle contraction was negatively impacted by tumours (*Figure* *4* *B*). Genes involved in positive regulation of muscle mass, including *Fhl1* and polyamine biosynthesis enzymes *Amd1* and *Smox*, were also downregulated (*Figure* *4* *B*).^30^, ^31^, ^32^ Upregulation or downregulation of the majority of these genes was more pronounced in type IIb myonuclei compared with type IIx and type IIa myonuclei (*Figure* *4* *C*). Type IIb‐enriched gene expression changes were validated by RT‐qPCR analysis of bulk RNA from TA muscle samples (*Figure* *4* *D*). In agreement with the increase in the representation of type IIb myonuclear signatures in cachectic muscle, mRNA levels of Myh1 and Myh2 were reduced, whereas elevated levels of Myh4 were detected. Interestingly, tumour‐induced alterations in the expression of *Atrogin1*, *MuRF1*, *Pik3r1*, *Pdk4*, *Myh4*, *Myh2* and *Myh1* were attenuated in EDA2R‐deficient muscles, implying that the EDA2R pathway contributes to the reprogramming of muscle gene expression during cancer cachexia (*Figure* *4* *D*).

Distinct gene expression patterns were also detected in type IIx and type IIa myonuclei (*Figure* *5* *A,B*). For instance, transcription factors *Foxp2* and *Ppara* were particularly upregulated and downregulated, respectively, in type IIx myonuclei, while muscle proteins nebulin (*Neb*) and tropomyosin‐1 (*Tpm1*) were suppressed in type IIa myonuclei (*Figure* *5* *A,B*). Upon tumour growth, *Atrogin1* expression was enriched in specialized MTJ and NMJ myonuclei, which also exhibited distinctive changes in their transcriptomes, including increased *Eda* expression in MTJ and reduced *Deptor* and *Nos1* expression in NMJ (*Figure* *5* *C,D*). Additionally, we identified increased expression of *Eda2r*, which showed marked upregulation in the cachectic type IIb myonuclei, a pattern similar to *Atrogin1* and *MuRF1* (*Figures* *4* *B* and *5* *E*). Mild enrichment in *Eda* mRNA is also detectable in type II myonuclei (*Figure* *5* *E*). Our recent work demonstrated that the EDA2R signalling mediates tumour‐induced *Atrogin1* and *MuRF1* expression in muscle tissue, placing EDA2R at upstream of these atrophy markers.^5^

**Figure 5:**
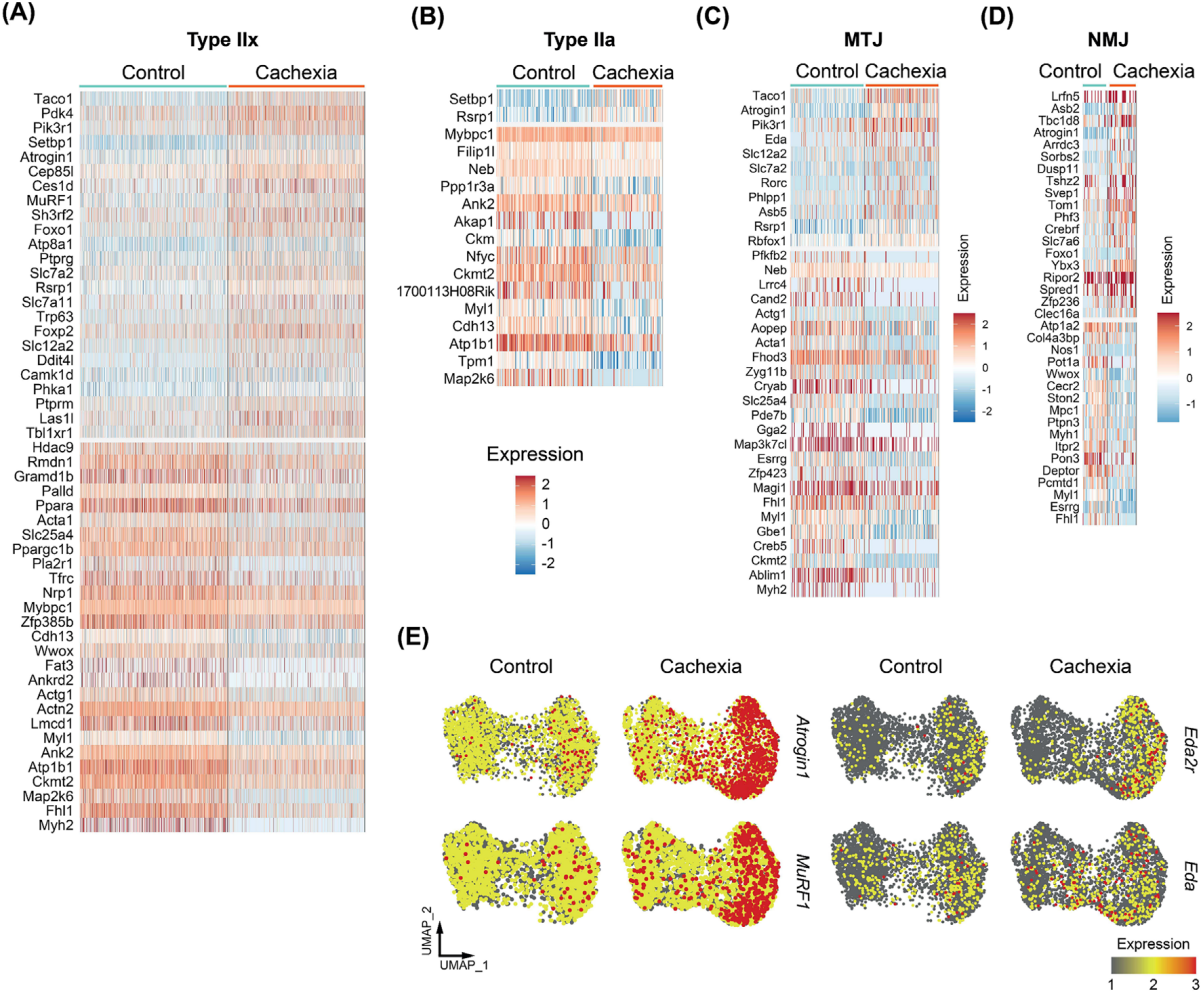
Tumours induce distinct gene expression patterns in myonuclear subclusters of tibialis anterior (TA) muscle. (A–D) Heatmap of the differentially expressed genes (DEGs) in type IIx (A), type IIa (B), myotendinous junction (MTJ) (C) and neuromuscular junction (NMJ) (D) myonuclei. (E) Uniform manifold approximation and projection (UMAP) plots representing expression levels of selected genes in control (left) and cachectic (right) myonuclei.

### Ectodysplasin A2 receptor activation and tumour inoculation suppress gene sets related to muscle contraction and oxidative metabolism

Previously, we described muscle atrophy‐inducing effects of the EDA2R pathway.^5^ Stimulation of mouse primary myotubes with EDA‐A2 promoted cellular atrophy detected by myosin heavy chain immunostaining (*Figure* *6* *A*). EDA‐A2 administration significantly reduced myotube diameter (*Figure* *6* *B*). To investigate global transcriptional changes driven by EDA2R activation, we performed bulk RNA sequencing. 

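The bulk RNA sequencing compared mouse primary myotubes treated with EDA-A2, at 250 ng/mL for 24 h, with control myotubes, in 2 libraries per condition. Treatment followed 48 h of differentiation, and the sample labels place the harvest at 72 h. Polyadenylated RNA was sequenced from stranded libraries as pairs of reads, each of 100 bases. The authors trimmed the reads, mapped them to the GRCm39 assembly of the mouse genome with STAR and counted them per gene with HTSeq. The paper's text names neither the annotation release nor the strand option of the counting, so genes that overlap on opposite strands are uncertain. The deposited values are whole-number counts of read pairs per Ensembl gene, without normalization.

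Counts on genes summed to 29569266 and 29637139 in control replicates 1 and 2, and to 29444155 and 29746863 in EDA-A2 replicates 1 and 2. With the pairs that HTSeq left uncounted, the libraries held 33672275 and 33842349 pairs for control and 33840198 and 34018446 for EDA-A2, a mean of 67.7 M reads, and the paper's reported depth is 60 M reads. The values here use the counts on genes. Pairs outside annotated genes made up 6.68% (95% Wilson interval 6.67 to 6.69) and 6.68% (6.67 to 6.69) of the control libraries. They made up 7.40% (7.39 to 7.41) and 6.84% (6.84 to 6.85) of the EDA-A2 libraries. Genes with at least 1 count numbered 21461 and 21459 in the control libraries and 21891 and 21396 in the EDA-A2 libraries. A count of 0 allows up to 3 counts, which at this depth is 0.101 to 0.102 CPM. These intervals and limits cover counting error only, since pairs without molecular identifiers are not independent molecules.

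From the deposited counts, scaling factors were computed by edgeR's TMM method and lay between 0.972 and 1.026. Normalized counts are counts scaled to the mean TMM-adjusted library size. The filter filterByExpr kept 15173 of the 53647 genes for the tests, and genes with an adjusted p-value under 0.05 are called differentially expressed genes (DEGs). Between replicates the log2 ratio of a gene had an SD of 0.32 in the control libraries and 0.27 in the EDA-A2 libraries. The median standard error of a log2 fold change was 0.10, and errors are given below as SD over the 2 libraries of a condition.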

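Of the genes tested, 371 were higher and 323 lower after EDA-A2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Together they are 694 DEGs. The smallest change called was 0.24 on the log2 scale, and 107 DEGs changed at least 2-fold. By biotype, 660 DEGs were protein coding and 31 were long noncoding RNAs. Apart from stricter thresholds, the choice that moved these numbers most was the filter. With every gene of at least 1 count in total kept, 25545 genes were tested, and 64 were higher and 22 lower.

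Among protein-coding DEGs with a mean of at least 10 normalized counts in the higher condition, the 5 highest by fitted log2 fold change were Spib, Adtrp, Birc3, Stap2 and Nfkbie. For Spib, Adtrp and Stap2 the control counts lie at or under the floor of 3, so the rise is known only as a lower bound and their place among the genes with the largest rise is not established. Nfkbie (ENSMUSG00000023947, chromosome 17 from 45866585 to 45874661 of GRCm39), an inhibitor of NFκB, rose from 150.2 ± 18.6 to 1335 ± 74.0 normalized counts. Its log2 fold change was 3.15 (standard error 0.11, adjusted p = 6.24e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 3.03 and 3.28 with each library left out in turn. Birc3 (ENSMUSG00000032000, chromosome 9 from 7845790 to 7873229) had 4 and 3 counts in the control libraries and 69 and 54 in the EDA-A2 libraries. The log2 fold change of Birc3 was 4.03 (standard error 0.43, adjusted p = 5.29e-05 from the same test in edgeR). Spib, Adtrp and Stap2 were at least 7.22-fold, 5.30-fold and 5.14-fold higher after EDA-A2.

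The 5 lowest by fitted log2 fold change were Ntf3, Hrh3, Ankrd2, Gpr20 and Lims2. Ankrd2 (ENSMUSG00000025172, chromosome 19 from 42024274 to 42033552), which encodes a muscle ankyrin repeat protein, fell from 260.0 ± 15.5 to 83.9 ± 6.40 normalized counts. That is a log2 fold change of -1.63 (standard error 0.16, adjusted p = 2.56e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ntf3 fell from 16.8 to 1.97 normalized counts, with a log2 fold change of -3.02 that became -7.07 without EDA-A2 replicate 2, since the other library had 0 counts. The log2 fold changes of Hrh3, Gpr20 and Lims2 were -2.01, -1.56 and -1.38.

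**Figure D1:**
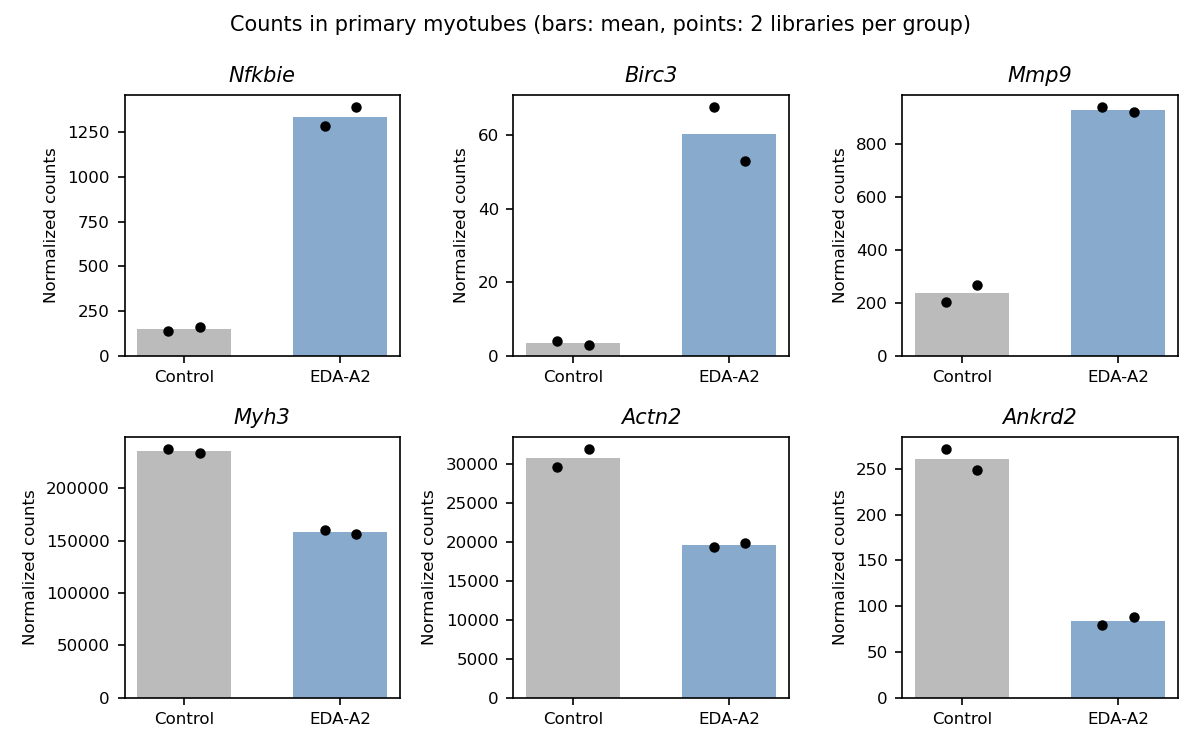
Normalized counts of 6 genes in control and EDA-A2-treated primary myotubes. Bars show the mean and points the 2 libraries of each condition. Both EDA-A2 libraries lie above both control libraries for Nfkbie, Birc3 and Mmp9, and below both for Myh3, Actn2 and Ankrd2.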

GSEA of DEGs revealed that hallmark gene sets involving interferon response, inflammatory response, TNFα signalling via nuclear factor‐kappa B (NFκB), interleukin‐6–Janus kinase–signal transducer and activator of transcription (IL6–JAK–STAT) signalling and transforming growth factor‐beta (TGFβ) signalling were enriched in EDA‐A2‐treated myotubes (*Figures* *6* *C* and *S2A* and *Table* *S1*). 

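The hallmark sets themselves were not used here, so the same pathways were examined with lists of genes. A list of 30 known NFκB targets had 28 genes tested, of which 27 were higher after EDA-A2, with a median log2 fold change of 0.74. Of these, 16 were DEGs over all genes tested and 20 were so when adjusted over the list alone. By camera with Benjamini-Hochberg adjustment over 5 lists, the adjusted p of the NFκB targets was 4.34e-85. Camera was run with a preset correlation between genes of 0.01. Of the setting changes, estimating that correlation moved the result most, to an adjusted p of 0.0145, and with fry it was 0.00205. Nfkb2 rose from 1007 ± 1.61 to 3734 ± 105 normalized counts, a log2 fold change of 1.89 (standard error 0.07, adjusted p = 9.46e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Log2 fold changes were 1.43 for Nfkbia, 1.97 for Mmp9 and 1.10 for Tnip1.

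Interferon-induced genes were 30 in number among those tested, 21 of them higher, with a median log2 fold change of 0.28. The list held 10 DEGs, all higher, and 11 when adjusted over the list alone, and its adjusted p by camera was 1.36e-07. That call did not hold under fry (adjusted p 0.201) or an estimated correlation (0.272). Without control replicate 1 the median was 0.55, against 0.20 to 0.30 without each of the other libraries. Cxcl10 rose from 53.1 ± 18.1 to 161.9 ± 24.7 normalized counts, a log2 fold change of 1.61 (standard error 0.23, adjusted p = 0.000724 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The changes of Gbp2, Rsad2 and Gbp7 were 1.11, 1.04 and 0.75 on the log2 scale.

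In the Reactome database, 19 sets chosen for these pathways were tested by camera, and 3 were higher. Interferon gamma signalling had a median log2 fold change of 0.15 over 53 genes (adjusted p 0.000133 by camera). Dectin-1 mediated noncanonical NFκB signalling had 0.05 over 56 genes (0.000475) and TNF signalling 0.12 over 8 genes (0.00155). The Dectin-1 set held 4 DEGs, all higher, and Nfkb2, Map3k14 and Relb had its smallest p-values in edgeR's test. Its median therefore says little about these genes. Only the interferon gamma set also passed under fry (0.0413), and none passed with the correlation estimated, where 1 set was higher at an unadjusted p-value under 0.05. The sets for interferon alpha and beta (-0.01), interleukins (0.03), interleukin-6 (0.03) and the TGFβ receptor complex (0.02) had medians near 0 and were not called. For the first of these only 12 of 27 genes were tested, with 2 DEGs, both higher. It had a positive median, 0.04, under scaling to total counts and 0.01 with corrections for gene length and GC content, and it was 0.12 without control replicate 1. Without control replicate 2 the medians of the Dectin-1 set and of the TGFβ receptor complex shrank to 0.02 and 0.00. Interleukin-6 signalling had a negative median, -0.01, without EDA-A2 replicate 2.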

The roles of these pathways and inflammation in cancer cachexia have been well established.^33^ 

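Genes of muscle contraction and of mitochondrial respiration were examined as lists in the same way. Of 37 sarcomere genes tested, 31 were lower after EDA-A2, with a median log2 fold change of -0.26 and an adjusted p of 1.83e-17 by camera. This list held 14 DEGs that fell and 1, Actn3, that rose by 0.33 on the log2 scale, and 25 genes passed when adjusted over the list alone. Its adjusted p-values were 0.0626 under fry and 0.0617 with an estimated correlation. The embryonic myosin heavy chain gene Myh3 (ENSMUSG00000020908, chromosome 11 from 66969126 to 66993117) fell from 235230 ± 2299 to 158140 ± 2753 normalized counts. Its log2 fold change was -0.57 (standard error 0.07, adjusted p = 0.000199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Actn2, which encodes the Z-disc protein alpha-actinin 2, fell from 30673 ± 1596 to 19567 ± 412 normalized counts, and Myh7, the slow myosin, from 32083 ± 6569 to 17642 ± 1080. The log2 fold changes of Actn2 and Myh7 were -0.65 and -0.86, and Actn3 was singled out after its value was seen.

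All 86 nuclear-encoded subunits of the respiratory chain that were tested had a lower level after EDA-A2, with a median log2 fold change of -0.18 and an adjusted p of 1.5e-16 by camera. Under scaling to total counts 82 of the 86 were lower, with corrections for gene length and GC content 85, and with these and a replicate block 84. With no filter 86 of 88 tested were lower, and with at least 10 counts required in every library all 84 tested were. Only 6 were DEGs over all genes tested, and 32 passed when adjusted over the list alone. Neither fry (adjusted p 0.153) nor an estimated correlation (0.272) called the list. Without EDA-A2 replicate 1 its median was -0.11, and without EDA-A2 replicate 2 it was -0.24. Cox6a2, the muscle form of a cytochrome c oxidase subunit, fell from 5331 ± 433 to 4013 ± 109 normalized counts (log2 fold change -0.41, adjusted p = 0.00349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Uqcr10 of complex III the log2 fold change was -0.32.

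Among the Reactome sets, 7 were lower by camera, and none of them was called under fry, where 2 were lower at an unadjusted p-value under 0.05. Striated muscle contraction had a median of -0.26 over 29 genes (adjusted p 4.46e-15 by camera) and respiratory electron transport -0.15 over 73 genes (4.52e-11). The medians were -0.12 for glycolysis (0.0133), -0.11 for the citric acid cycle (0.0169), -0.12 for smooth muscle contraction (0.00264) and -0.07 for translation elongation (0.00116). Mitochondrial beta-oxidation of fatty acids, with 15 genes tested, had a median of -0.00 and an adjusted p of 0.71, and its sign changed with the scaling. VEGF signalling, the only set of vessel growth tested, had a median of -0.02 (adjusted p 0.646), which was 0.03 under scaling to total counts.

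**Figure D2:**
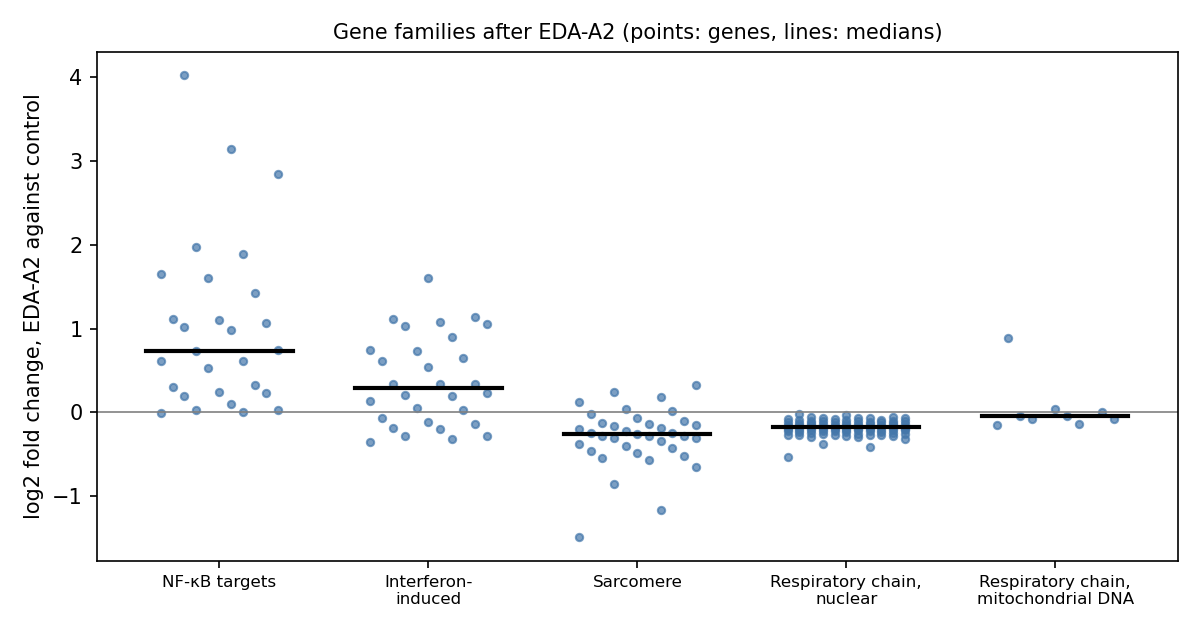
Log2 fold change after EDA-A2 of each gene tested in 5 lists, with the median of each list as a line. Medians of the NFκB targets and the interferon-induced genes lie above 0 (0.74 and 0.28), and those of the sarcomere genes and the nuclear-encoded respiratory chain genes below 0 (-0.26 and -0.18). The genes encoded in mitochondrial DNA have a median of -0.05, which was 0.01 under scaling to total counts.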

Gene sets involving myogenesis, oxidative phosphorylation, fatty acid oxidation and angiogenesis were enriched in the control group compared with the EDA‐A2‐treated samples (*Figure* *6* *C* and *Table* *S1*). Because *Eda2r* expression was induced in type IIb myonuclei of cachectic muscles, we performed GSEA of these myonuclei using hallmark gene sets and compared it with the analysis of the EDA‐A2 dataset. Remarkably, pathways activated by EDA‐A2, such as NFκB, JAK–STAT and TGFβ, were also enriched in the cachectic type IIb myonuclei, while pathways suppressed by EDA‐A2, including myogenesis, oxidative phosphorylation and fatty acid oxidation, behaved similarly in the cachectic type IIb myonuclei (*Figures* *6* *C* and *S2B* and *Table* *S2*). 

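The genes that drove the enrichment in type IIb myonuclei, as listed in Table S3, were looked up in the EDA-A2 libraries. The genes of each list were chosen on the nuclei, but the table covers sets that the paper found enriched in both experiments, so which sets appear was decided partly on these libraries and the test is not fully independent. Only lists held whole in the copy of the table were used. In EDA-A2-treated myotubes, 21 genes of the type IIb TGFβ list had a median log2 fold change of 0.04 (adjusted p 0.102 by camera over 54 lists). This list was called under scaling to total counts (0.0248) and with no filter (0.0191), and its adjusted p ranged from 0.0191 to 0.945 over the alternatives. The IL6-JAK-STAT3 list had a median of -0.07 over 8 genes (adjusted p 0.859), and the list for TNFα signalling via NFκB had 0.01 over 39 genes (0.934). The median of the TNFα list changed sign without control replicate 1 (-0.01) and without EDA-A2 replicate 2 (-0.00), and that of the TGFβ list was 0.07 without control replicate 1. For fatty acid metabolism the median over 33 genes was -0.07 (0.238), and the list was called only with no filter (0.0191). Without EDA-A2 replicate 1 its median was -0.04. The lists for myogenesis and oxidative phosphorylation are shortened in the copy and were not tested.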

Common genes enriched in both datasets are listed in *Table* *S3*. 

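The genes that Table S3 marks as common to both enrichments were followed in the EDA-A2 libraries. The paper chose them partly on these libraries, so their direction here is not independent evidence. All 27 common myogenesis genes were lower after EDA-A2, and 13 were DEGs. For fatty acid metabolism, 16 of the 17 common genes were tested, and all were lower, with 2 DEGs, among them Mdh1 (log2 fold change -0.28). The 7 common genes for TNFα signalling were all higher, with 3 DEGs, among them Panx1, which rose from 574 ± 39.7 to 873 ± 14.8 normalized counts (log2 fold change 0.61, adjusted p = 0.00105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 common TGFβ genes were higher and 1 was a DEG: Smad7, with a log2 fold change of 0.40 (standard error 0.08, adjusted p = 0.00977 from the same edgeR test). The IL6-JAK-STAT3 sets shared 1 gene, Il15ra, whose log2 fold change was 0.67 (standard error 0.23, adjusted p = 0.128 from the same edgeR test). These directions held under each scaling, filter and correction tried, but the numbers of DEGs did not. For TGFβ there were 4 under total counts and with a replicate block. The common fatty acid genes held 0 DEGs under total counts, with 3 at an unadjusted p-value under 0.05. With no filter the DEGs were 4 for myogenesis and 0 for fatty acid metabolism, TNFα and TGFβ, where 6, 5 and 4 genes had an unadjusted p-value under 0.05. With the replicate block and the corrections for length and GC content, 19 myogenesis genes were DEGs.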

The overlap between the gene set enrichment of EDA‐A2‐treated myotubes and type IIb myonuclei argues that EDA2R upregulation in the cachectic myonuclei likely contributes to the transcriptional reprogramming taking place after tumour inoculation.

**Figure 6:**
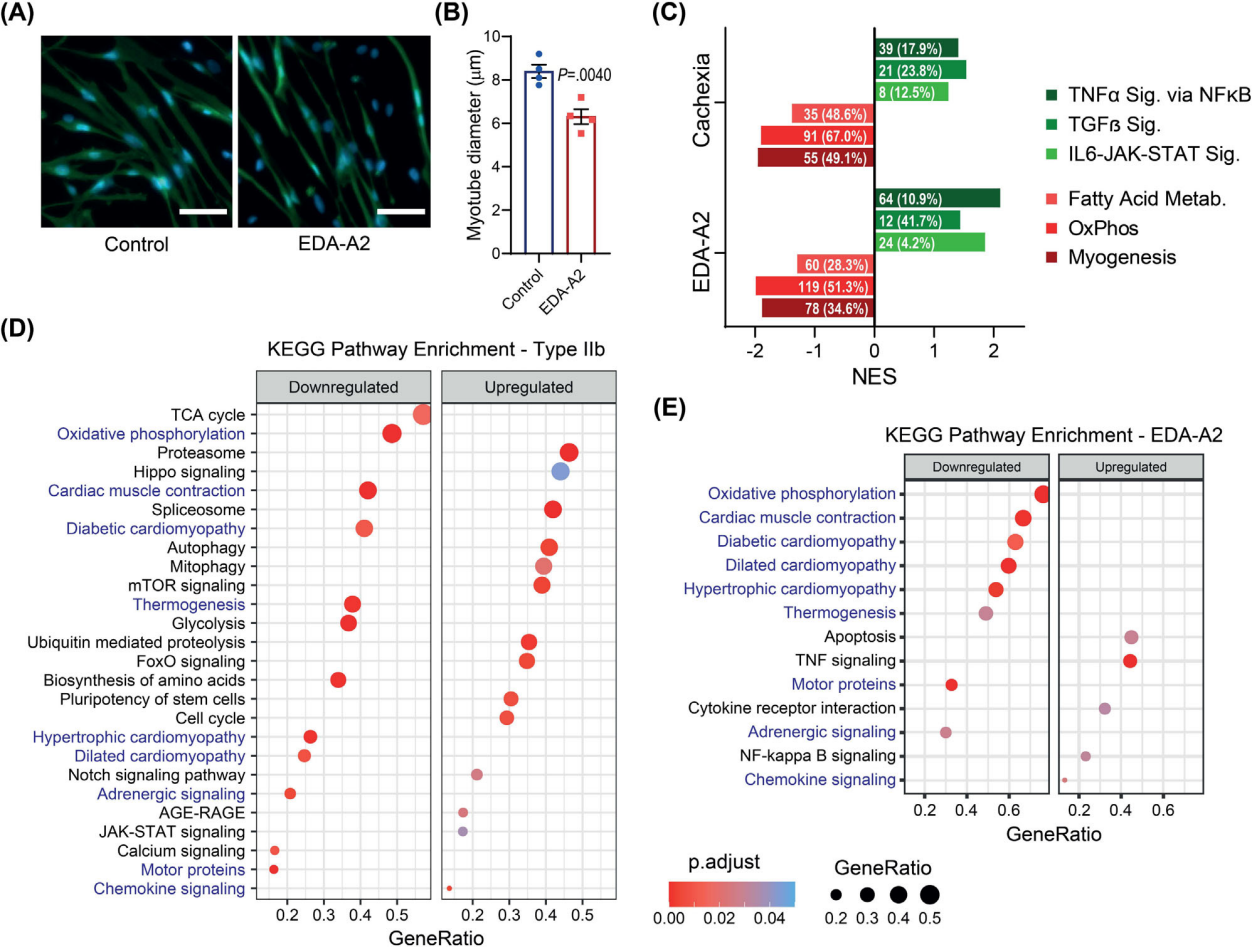
Ectodysplasin A2 receptor (EDA2R) activation and tumour inoculation suppress gene sets related to muscle contraction and oxidative metabolism. (A) Myosin heavy chain immunofluorescence staining of mouse primary myotubes: control (left panel) and recombinant ectodysplasin A2 (EDA‐A2) treatment for 48 h (right panel). Scale bars: 50 μm. (B) Comparison of average myotube diameters between conditions (*n* = 4). (C) Comparison of normalized enrichment score (NES) values of hallmark gene sets enriched in type IIb myonuclei and EDA‐A2‐treated myotubes. Values inside the bars indicate the number of enriched genes and the percentage of common genes between type IIb myonuclei and EDA‐A2‐treated myotubes. (D, E) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in cachectic type IIb myonuclei (D) and EDA‐A2‐treated myotubes (E). The size of the dots represents the enriched gene ratio in each pathway, and the red colour intensity represents adjusted *P* values. Blue‐coloured gene sets are common between two groups. (B) An unpaired two‐sided Student's *t*‐test was used for statistical analysis. Data are represented as individual points and mean ± SEM. See also *Figure* *S2* and *Tables* *S1*–*S4*.

We next performed further GSEA analysis of our data using KEGG gene sets. 

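For the KEGG gene sets, the leading-edge genes of the EDA-A2 comparison are given by the paper, and their values were taken from the edgeR fit. Over the lists that are whole in the copy, 220 genes are listed as higher and 186 as lower after EDA-A2. All 162 listed genes that were tested in the first group were higher, and 70 of them were DEGs. In the second group all 157 tested were lower, and 38 were DEGs. Each gene kept its direction under every scaling, filter and correction tried. These lists were selected on the same libraries, so this direction is how the lists were made and not independent evidence. With no filter, 18 of the listed genes were called higher and 5 lower, the largest change among the scalings, filters and corrections tried.

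Of 42 genes tested from the list for TNF signalling, 21 were DEGs, and the paper's normalized enrichment score for this set is 1.86. In the NFκB signalling list 13 of 17 genes were DEGs, and in the lists for RIG-I-like and NOD-like receptors 11 of 16 and 21 of 38. With no filter these 4 lists had 10, 8, 4 and 6 DEGs. Relb, a subunit of noncanonical NFκB, rose from 533 ± 17.5 to 1055 ± 126 normalized counts, a log2 fold change of 0.99 (standard error 0.10, adjusted p = 3.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).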

In type IIb myonuclei, gene sets including proteasome, ubiquitin‐mediated proteolysis, autophagy, FOXO signalling, stem cell pluripotency and hippo signalling were upregulated in response to cachexia, while gene sets such as motor proteins, cardiac muscle contraction, cardiomyopathies, glycolysis, oxidative phosphorylation, tricarboxylic acid (TCA) cycle and thermogenesis were downregulated (*Figure* *6* *D*). 

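Core genes of KEGG sets in type IIb myonuclei, taken from Table S4, were tested in the EDA-A2 libraries where the list is whole in the copy and at least 10 of its genes were tested. With the hallmark lists of Table S3, whose sets were chosen partly on the EDA-A2 libraries, these made 54. The lists for thermogenesis and diabetic cardiomyopathy are held only in part (58 of 73 and 60 of 71 genes) and were not tested, nor were the shorter lists. Of the 34 lists tested that rose in the nuclei of cachectic muscle, camera called none in EDA-A2-treated myotubes, and 1 had an unadjusted p-value under 0.05. Their medians lay between -0.07 and 0.04 on the log2 scale, 24 above 0 and 10 below, but 33 were above 0 under scaling to total counts and 20 with no filter. The medians were 0.01 for proteasome, -0.01 for ubiquitin-mediated proteolysis, 0.02 for autophagy, -0.01 for FOXO signalling and 0.03 for spliceosome. Of the 20 lists tested that fell in those nuclei, 10 were lower in EDA-A2-treated myotubes by camera with Benjamini-Hochberg adjustment. All 20 had a median below 0, from -0.16 to -0.01, but 13 of 20 did under scaling to total counts and 19 with corrections for gene length and GC content.

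For oxidative phosphorylation all 52 genes tested were lower, with a median of -0.15 (adjusted p 6.19e-09), and for the citrate cycle the median was -0.10 over 16 genes (0.0427). The call of the citrate cycle was lost under scaling to total counts (0.107) and over protein-coding genes alone (0.0593). Motor proteins had a median of -0.16 over 23 genes (5.67e-06), cardiac muscle contraction -0.16 over 28 genes (3.32e-05) and glycolysis -0.11 over 17 genes (0.00623). Hypertrophic and dilated cardiomyopathy had medians of -0.07 and -0.08 over 20 and 19 genes (0.00504 and 0.00623). None of the 10 calls held under fry, where 7 lists were lower at an unadjusted p-value under 0.05, or under an estimated correlation, where 1 was. Without EDA-A2 replicate 1 the medians of the lists for oxidative phosphorylation and cardiac muscle contraction shrank to -0.08 and -0.08, and without control replicate 1 that of dilated cardiomyopathy grew to -0.12.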

Remarkably, most gene sets suppressed in cachectic myonuclei were also downregulated in myotubes treated with EDA‐A2, arguing that the EDA2R pathway activation may be related to reduced expression of genes involved in muscle contractility and metabolism (*Figure* *6* *E*). Overlapping genes identified in the enrichment analysis of type IIb myonuclei and EDA‐A2‐treated myotubes are highlighted in *Table* *S3*. 

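Between the 2 KEGG enrichments, Table S3 marks 11 common genes for motor proteins, and all were lower after EDA-A2, with 6 DEGs. Of the 17 common genes for cardiac muscle contraction 16 were tested, all were lower, and 2 were DEGs. These were Actc1, with a log2 fold change of -0.47 (standard error 0.07, adjusted p = 0.00129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cacna1s, with -0.36 (standard error 0.07, adjusted p = 0.00527 from the same edgeR test). Actc1 encodes cardiac actin, which myotubes also make, and Cacna1s encodes the calcium channel of the T-tubule. The lists for hypertrophic and dilated cardiomyopathy and for adrenergic signalling share 9, 8 and 6 genes, all of them lower, with 2 DEGs in each. With a replicate block the DEGs were 7 for motor proteins, 8 for cardiac muscle contraction and 5, 4 and 5 for these lists. With no filter 1 motor protein gene was a DEG, and in the other lists there were 0, with 13, 7, 6 and 5 genes at an unadjusted p-value under 0.05. From the sets lowered both in EDA-A2-treated myotubes and in cachectic myonuclei, the paper proposes that activation of EDA2R may be related to the lower expression of genes for contraction and metabolism.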

Gene set enrichment patterns similar to those of type IIb myonuclei were also detected in type IIx, type IIa, MTJ and NMJ myonuclei (*Figure* *S2C–F*), demonstrating that muscle wasting signatures are not restricted to type IIb myonuclei. However, enrichment of distinct gene sets was also identified in non‐type IIb myonuclei, including Wnt, peroxisome proliferator‐activated receptor (PPAR) and adenosine monophosphate‐activated protein kinase (AMPK) signalling pathways. Notably, the gene set for spliceosome was enriched in all myonuclei upon cachexia, implicating that this process may have an underappreciated role in muscle loss (*Figures* *6* *D* and *S2C–E*). Serine‐ and arginine‐rich splicing factor 5 (*Srsf5*) is particularly upregulated in myonuclei (*Figure* *4* *B*). A complete list of KEGG gene sets regulated in myonuclei is listed in *Table* *S4*.

### Muscle oxidative metabolism is suppressed by tumours and ectodysplasin A2 receptor activation

Intrigued by the suppression of the gene sets for oxidative phosphorylation and thermogenesis in myotubes treated with EDA‐A2 and myonuclei of tumour‐bearing mice, we investigated O_2_ consumption in the muscle cells. 

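From the KEGG list for oxidative phosphorylation in EDA-A2-treated myotubes, 54 of 83 genes are held in the copy of the table, 52 were tested and all 52 were lower, with 5 DEGs. For thermogenesis 59 of 97 genes are held, and all 59 were lower, with 6 DEGs. These numbers of DEGs depend on the setting: 1 and 3 under scaling to total counts, 16 and 14 with a replicate block, and 19 and 18 with the block and corrections for length and GC content. With no filter both were 0, with 27 and 26 genes at an unadjusted p-value under 0.05. The paper chose both lists on these libraries. Cycs, which encodes cytochrome c, had a log2 fold change of -0.27 (standard error 0.07, adjusted p = 0.0412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its call was lost under scaling to total counts. Genes encoded in mitochondrial DNA took 1.59% and 1.66% of the counts on genes in the control libraries and 1.59% and 1.67% in the EDA-A2 libraries. Of 13 such genes, 6 had at most 38 counts in any library and lie in a segment with a near-identical copy in the nuclear genome, where uniquely mapped reads can be lost, so their levels are uncertain. For 9 genes tested the median log2 fold change was -0.05 (adjusted p 0.604 by camera), and the median changed sign under scaling to total counts. mt-Nd6, chosen after its value was seen, had a log2 fold change of 0.89 that rested on EDA-A2 replicate 1 and was -0.22 without it.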

Upon measuring basal and maximal O_2_ consumption rates in primary myotubes, we detected a clear trend for reduced oxidative metabolism after the administration of recombinant EDA‐A2 protein (*Figure* *7* *A,B*). We then isolated mitochondria from the TA muscles of control and tumour‐bearing mice and measured their O_2_ consumption rates. Oxygraphic analysis of isolated mitochondria supplemented with both Complex I‐ and Complex II‐linked substrates under phosphorylating, non‐phosphorylating and uncoupled conditions demonstrated decreased mitochondrial respiration in the atrophying muscles (*Figure* *7* *C*). Next, we quantified reactive oxygen species (ROS) generation in skeletal muscle mitochondria by measuring hydrogen peroxide (H_2_O_2_) production. Mitochondrial ROS production was similar in these samples (*Figure* *7* *D*). In agreement with these findings, metabolic pathway enrichment analysis indicated that processes including oxidative phosphorylation, the TCA cycle and glycolysis were downregulated in all type II myonuclei upon cancer cachexia, whereas pyruvate metabolism and fatty acid degradation were suppressed in cachectic type IIb and type IIx myonuclei (*Figure* *7* *E*). Pathways for the metabolism of amino acids, such as alanine, aspartate, glutamate, arginine, proline, valine, isoleucine, isoleucine, tryptophan, phenylalanine, tyrosine, cysteine and methionine, were particularly suppressed in cachectic type IIb myonuclei (*Figure* 7E). In contrast, pathways including N‐glycan biosynthesis and glutathione metabolism were enriched in cachectic type II myonuclei (*Figure* *7* *E*). As type IIb and type IIx myonuclei are more numerous in TA muscles, their metabolic activities are expected to be rather predominant. Overall, our findings indicate that tumour‐induced muscle wasting is associated with reduced oxidative metabolism, including the metabolism of most amino acids in this tissue.

**Figure 7:**
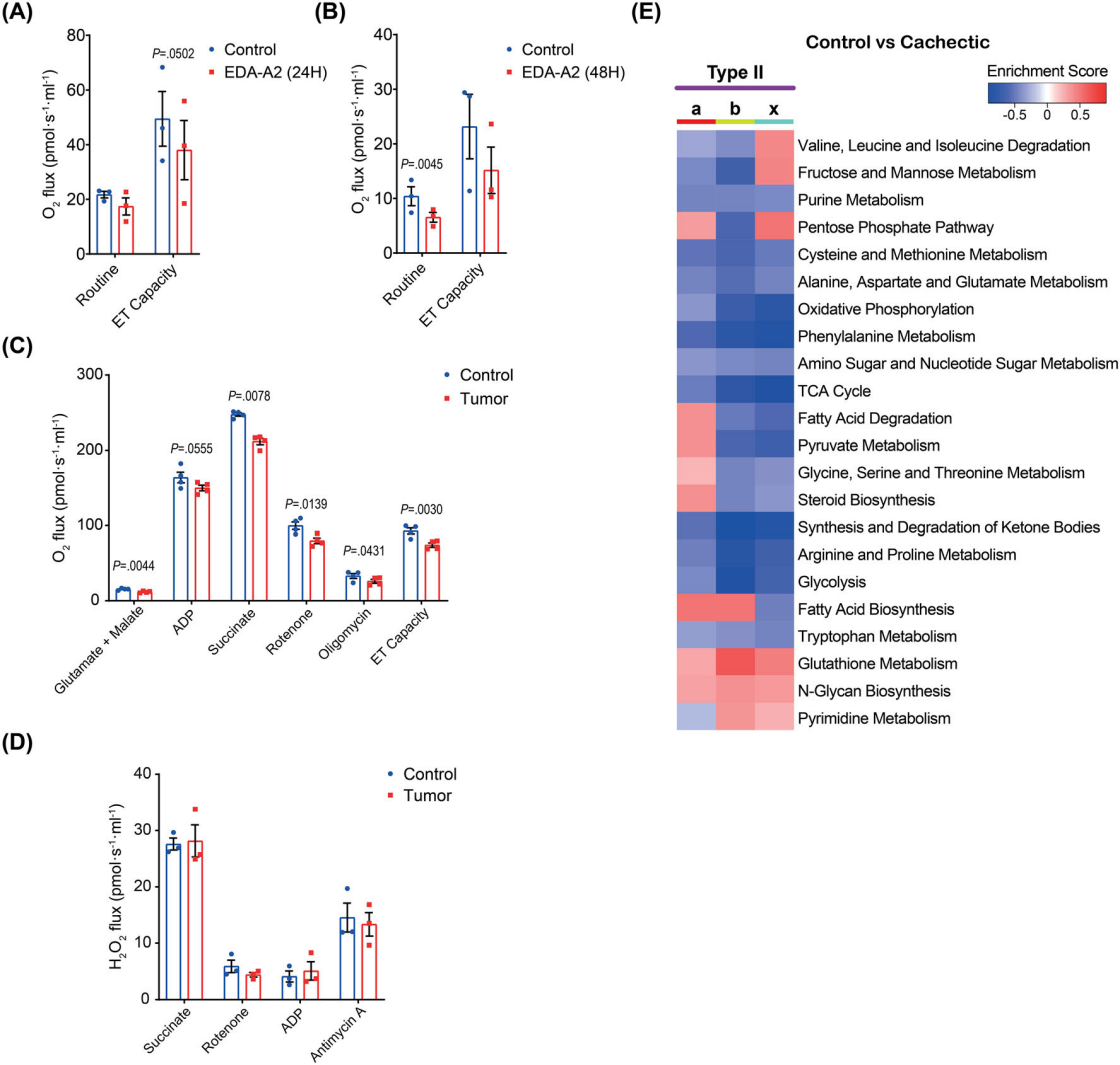
Muscle oxidative metabolism is suppressed by tumours and ectodysplasin A2 (EDA‐A2) receptor (EDA2R) activation. (A, B) O_2_ consumption rates in primary myotubes treated with EDA‐A2 for 24 h (A) and for 48 h (B). Routine represents the basal respiratory activity, and ‘Electron Transfer (ET) capacity’ is the uncoupled respiration obtained by CCCP titration, which represents the maximal O_2_ consumption rate (*n* = 3). (C, D) O_2_ consumption (C) and H_2_O_2_ production (D) rates in mitochondria isolated from tibialis anterior (TA) muscles of control and tumour‐bearing mice (*n* = 4). (E) Heatmap of metabolic pathways enriched in cachectic type II myonuclei. A paired two‐sided Student's *t*‐test was used for statistical analysis. Data are represented as individual points and mean ± SEM.

### Tumours alter the transcriptomes of mononuclear cells in muscle tissue

We also investigated differential gene expression in the nuclei of mononuclear cells in skeletal muscle. The most numerous mononuclear cells—FAPs, endothelial and smooth muscle cells—exhibited striking expression patterns. FAPs gene signatures involved tumour‐induced suppression of gene sets associated with oxidative phosphorylation and cardiomyopathy and the enrichment of gene sets associated with the proteasome, spliceosome, JAK–STAT signalling and FOXO signalling, which are reminiscent of myonuclear transcriptional changes. In addition, FAPs nuclei also displayed the upregulation of gene sets for amino acid degradation, ferroptosis and adipocytokine signalling and the downregulation of gene sets for focal adhesion and extracellular matrix (ECM)–receptor interaction (*Figure* *8* *A*). Notably, the heatmap of transcripts with the highest expression changes in FAPs was populated by genes with ECM‐related functions, including *Nid1*, *Fap*, *Lum*, *Sparc*, *Cd34*, *Fbn1*, *Itgbl1* and *Mxra7*, which were suppressed in the cachectic muscles (*Figure* *8* *B*).

**Figure 8:**
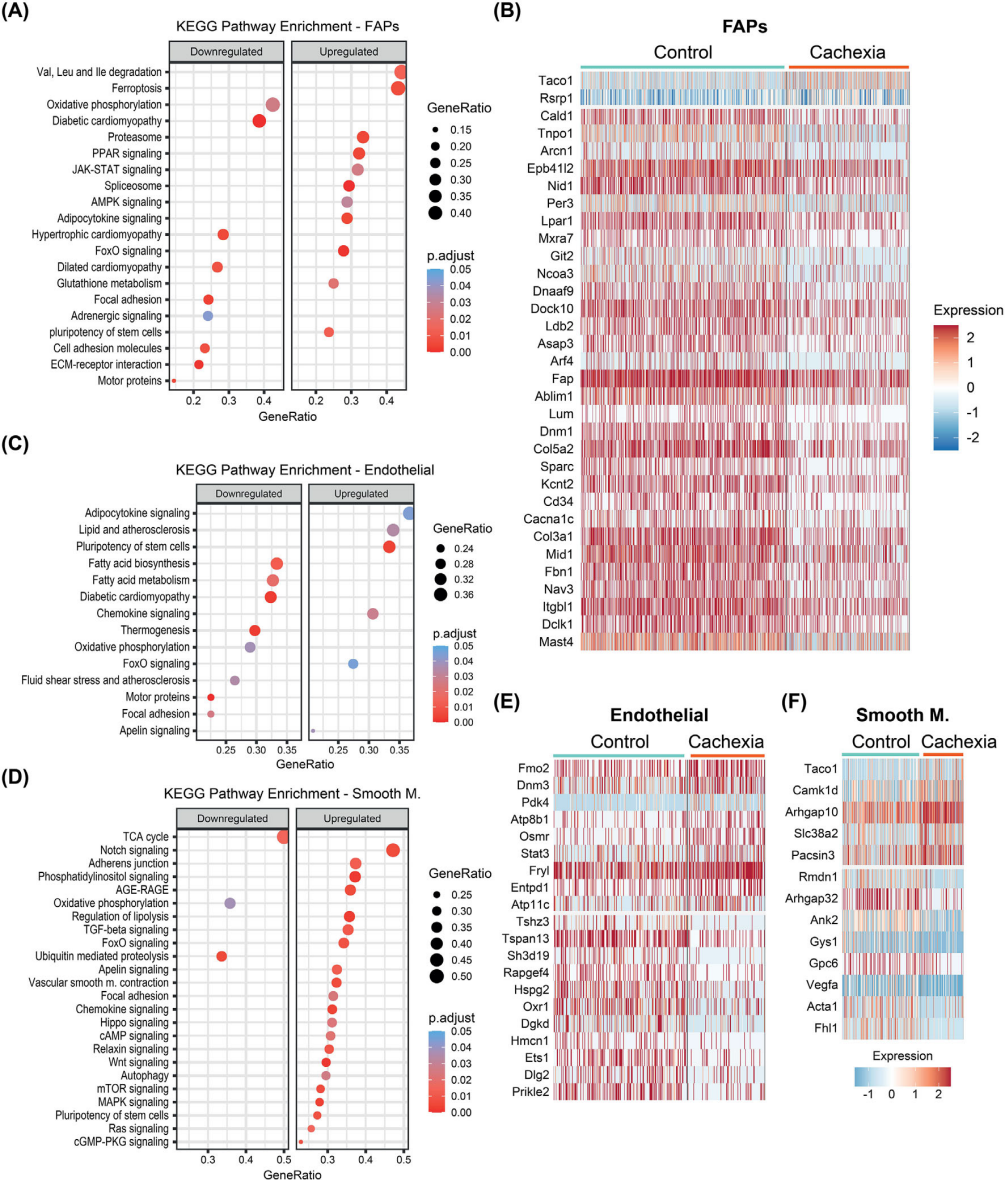
Tumours alter the transcriptomes of mononuclear cells in muscle tissue. (A) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in cachectic fibro‐adipogenic progenitor (FAP) nuclei. (B) Heatmap of the differentially expressed genes (DEGs) in FAP nuclei. (C, D) KEGG pathways enriched in cachectic endothelial nuclei (C) and cachectic smooth muscle nuclei (D). The size of the dots represents the enriched gene ratio in each pathway, and the red colour intensity represents adjusted *P* values. (E, F) Heatmap of the DEGs in endothelial nuclei (E) and smooth muscle nuclei (F).

Gene expression analysis in endothelial and smooth muscle cells of muscle vasculature also revealed the suppression of gene sets associated with oxidative metabolism in response to tumours (*Figure* *8* *C,D*). Therefore, it is likely that reduced O_2_ consumption is relevant for both myofibers and the majority of mononuclear cells in the cachectic muscle. Upon tumour growth, genes involved in angiogenesis and vascular growth, such as *Vegfa* and *Fhl1*, were suppressed in smooth muscle cells, while *Hspg2* (perlecan) and *Ets1* were downregulated in endothelial cells (*Figure* *8* *E,F*).^34^, ^35^, ^36^ In addition, muscle atrophy‐related genes *Osmr* and *Stat3* were upregulated in endothelial cells (*Figure* *8* *F*).^25^ Notably, KEGG gene sets for lipid and pro‐atherosclerosis and adipocytokine signalling were enriched in the endothelial cells of the cachectic muscles, whereas fluid shear stress and atherosclerosis (mostly anti‐atherosclerotic factors) and focal adhesion gene sets were suppressed (*Figure* *8* *C*). Gene signatures in smooth muscle cells in the cachectic muscles exhibited the enrichment of gene sets, including Notch signalling, adherens junction, focal adhesion, vascular smooth muscle contraction, cyclic guanosine monophosphate‐protein kinase G (cGMP‐PKG) signalling and autophagy, implying that these cells undergo significant remodelling under cachectic conditions (*Figure* *8* *D*).

## Discussion

The syncytial nature of myofibers is a major obstacle to a high‐resolution analysis of gene expression in skeletal muscle. scRNA‐seq is not suitable for studying myonuclear transcriptomes because this technique detects very few muscle cells.^37^ However, snRNA‐seq is a reliable alternative that identifies both myonuclear and mononuclear transcriptomes in muscle tissue.^9^, ^10^ It should be noted that snRNA‐seq only detects nuclear‐enriched transcripts, including pre‐mRNA, and therefore, alterations in the cytoplasmic mRNA pool remain hidden. As cytoplasmic transcripts are unaccounted for, the resolution is not optimal for genes with low expression levels. Despite these limitations, snRNA‐seq analysis of muscle tissue has been used to document the impact of disease states, such as Duchenne muscular dystrophy and denervation, on transcript levels.^12^, ^14^, ^16^ In this study, we utilized snRNA‐seq to study the cachectic skeletal muscle of tumour‐bearing mice. Our results revealed that remote tumour growth transforms gene expression in mononuclear cells and myonuclei. Analysis of DEGs indicated the adoption of myonuclear gene signatures associated with muscle atrophy‐related processes, such as enhanced protein degradation and reduced oxidative metabolism.

snRNA‐seq analysis enables the determination of myofiber‐type‐specific gene signatures in myonuclei. We demonstrated that type IIb myonuclei were enriched in the cachectic muscles. From these data, it is unclear if cachexia induced the emergence of new type IIb myonuclei or the adoption of a type IIb‐resembling signature in the existing myonuclei via transcriptional reprogramming. However, pseudotime trajectory analysis indicated that a transition from type IIa‐x myonuclei towards the type IIb identity is possible. Interestingly, the increase in the proportion of type IIb myonuclei is also reflected in the frequency of type IIb myofibers. In agreement with previous studies that reported a transition towards type IIb myofibers in cachectic muscles,^38^, ^39^, ^40^ a slight increase in the percentage of these myofibers was also detected in the TA muscle. Whether tumour‐induced enrichment of type IIb myonuclear signatures is limited to TA muscle remains to be determined. This muscle tissue is enriched in type II fibres, while it is a scarce source of type I fibres. Therefore, the current study was unable to determine how tumour‐induced cachexia alters gene expression signatures in type I fibres. Additional studies should address how cancer cachexia changes myonuclear identity and gene expression profiles in different muscle tissues, including the soleus muscle, which contains a significant fraction of type I fibres.

Profound upregulation of atrophy‐related genes, including E3 ubiquitin ligases *Atrogin1* and *MuRF1*, transcription factor *Foxo1* and pyruvate dehydrogenase kinase *Pdk4*, was detected in myonuclei isolated from the cachectic muscles.^28^, ^29^ While *Asb2* as a negative regulator of muscle mass was induced in these samples, positive regulators of muscle mass, such as *Fhl1*, *Amd1* and *Smox*, were downregulated.^26^, ^30^, ^31^, ^32^ This was accompanied by reduced levels of genes involved in muscle contraction and energy metabolism, including *Myh1*, *Myl1*, *Acta1*, *Eno3*, *Ckm* and *Ckmt2*. Notably, differential gene expression related to muscle atrophy and metabolism was more pronounced in type IIb myonuclei, in which *Eda2r* is also upregulated. EDA2R signalling has recently been described as playing a prominent role in tumour‐induced muscle wasting.^5^ It is likely that EDA2R upregulation in the cachectic myonuclei contributes to the transcriptional reprogramming taking place after tumour inoculation. In fact, GSEA demonstrated that EDA2R activation and tumour inoculation led to similar expression patterns in muscle cells, including the stimulation of NFκB, JAK–STAT and TGFβ pathways and the suppression of myogenesis, oxidative phosphorylation and fatty acid oxidation. Our flux measurements indicated reduced O_2_ consumption in myotubes upon the activation of EDA2R signalling. In agreement with a previous study,^41^ mitochondrial respiration was also suppressed in cachectic muscles. Reduced mitochondrial oxidation and inefficient metabolism could potentially support muscle wasting. However, elevated energy expenditure and O_2_ consumption were previously described in tumour‐bearing mice, which were attributed to enhanced adipose tissue browning.^22^, ^23^ Our findings argue that skeletal muscle metabolism with reduced oxidative potential is unlikely to contribute directly to the accelerated metabolic rate prevalent in cachectic mice.

snRNA‐seq analysis of mononuclear cells in the cachectic muscles also revealed substantial transcriptional changes, including the downregulation of genes with ECM‐related functions in FAPs and the downregulation of genes involved in vascular growth in smooth muscle and endothelial cells. The suppression of gene sets associated with oxidative metabolism in these cells argues that impairment in mitochondrial respiration is not restricted to myofibers, and this effect may stem from a deficiency in the vasculature of the cachectic muscle tissue. In fact, a recent study utilizing cachexia‐inducing tumour models described weakened vascular functions in atrophying muscles.^42^ In skeletal muscle tissue, tumours likely exert an extensive impact that does not merely target myofibers. Finally, the gene sets identified in this study contribute significantly to our understanding of potential therapeutic targets for mitigating cancer cachexia and associated muscle wasting. Future research should focus on uncovering the mechanisms involving these genes and their specific roles in muscle wasting.

## Conflict of interest statement

The authors declare no conflict of interest.

## Funding information

This work was supported by the EMBO Installation Grant (#4162) and the Scientific and Technological Research Council of Turkey (TÜBİTAK) Grant 122Z163 to S. Kir.

## Supporting information

**Figure S1** Single‐nucleus RNA‐seq analysis of atrophying muscles identifies distinct nuclear signatures. Related to Figure 1. (A) Tumor‐free body weight of control and cachectic mice (*n* = 6). (B) Tumor weight of cachectic mice (n = 6). (C) Epididymal white adipose tissue (Epi), inguinal white adipose tissue (Ing), and interscapular brown adipose tissue (Bat) weight of control and cachectic mice (*n* = 6). (D) UMAP plot of color‐coded unsupervised clusters. (E) Dot plot of marker gene expression in unsupervised clusters. The size of the dots represents the percentage of nuclei expressing the marker gene and the red color intensity indicates the expression level. (F) Heatmap of the top 5 signature genes of each nuclear cluster. (A,C) Unpaired two‐sided Student's t‐test was used for statistical analysis. Data are represented as individual points and mean ± SEM.
**Figure S2.** EDA2R activation and tumor inoculation suppress gene sets related to muscle contraction and oxidative metabolism. Related to Figure 6. (A,B) GSEA plots of hallmark gene sets enriched in EDA‐A2‐treated myotubes (A) and cachectic type IIb myonuclei (B). NES, normalized enrichment score; FDR, false discovery rate. (C‐F) KEGG pathways enriched in cachectic type IIx (C), type IIa (D), MTJ (E), and NMJ (F) myonuclei. The size of the dots represents the enriched gene ratio in each pathway and the red color intensity represents adjusted p values. Blue colored gene sets are shared with the cachectic type IIb myonuclei.

**Table S1.** Differential Expression Analysis of Hallmark Gene Sets in EDA‐A2 treated myotubes. Related to Figure 6.

**Table S2.** Gene Set Enrichment Analysis in Type IIb myonuclei: Cachectic vs Control. Related to Figure 6.

**Table S3.** Gene Sets and Genes Enriched in both EDA‐A2‐treated Myotubes and Cachectic Type IIb Myonuclei. Related to Figure 6.

**Table S4.** nRNA‐Seq KEGG Pathway Analysis. Related to Figure 6 and S2.

# Supplementary material for: Tumour‐induced alterations in single‐nucleus transcriptome of atrophying muscles indicate enhanced protein degradation and reduced oxidative metabolism
**Source:** J Cachexia Sarcopenia Muscle. 2024 Jul 13;15(5):1898–914. doi: 10.1002/jcsm.13540

**Tumor-induced alterations in single-nucleus transcriptome of atrophying muscles indicate enhanced protein degradation and reduced oxidative metabolism**

Samet Agca<sup>1</sup>, Aylin Domaniku-Waraich<sup>1</sup>, Sevval Nur Bilgic<sup>1</sup>, Melis Sucuoglu<sup>1</sup>, Meric Dag<sup>2</sup>, Sukru Anil Dogan<sup>2</sup>, Serkan Kir<sup>\*,1</sup>

**Supplemental information**

**Fig S1** Single-nucleus RNA-seq analysis of atrophying muscles identifies distinct nuclear signatures. Related to Fig 1. (A) Tumor-free body weight of control and cachectic mice (n=6). (B) Tumor weight of cachectic mice (n=6). (C) Epididymal white adipose tissue (Epi), inguinal white adipose tissue (Ing), and interscapular brown adipose tissue (Bat) weight of control and cachectic mice (n=6). (D) UMAP plot of color-coded unsupervised clusters. (E) Dot plot of marker gene expression in unsupervised clusters. The size of the dots represents the percentage of nuclei expressing the marker gene and the red color intensity indicates the expression level. (F) Heatmap of the top 5 signature genes of each nuclear cluster. (A,C) Unpaired two-sided Student's t-test was used for statistical analysis. Data are represented as individual points and mean  $\pm$  SEM.

**Fig S2** EDA2R activation and tumor inoculation suppress gene sets related to muscle contraction and oxidative metabolism. Related to Fig 6. (A,B) GSEA plots of hallmark gene sets enriched in EDA-A2-treated myotubes (A) and cachectic type IIb myonuclei (B). NES, normalized enrichment score; FDR, false discovery rate. (C-F) KEGG pathways enriched in cachectic type IIx (C), type IIa (D), MTJ (E), and NMJ (F) myonuclei. The size of the dots represents the enriched gene ratio in each pathway and the red color intensity represents adjusted p values. Blue colored gene sets are shared with the cachectic type IIb myonuclei.

**Table S1** Differential Expression Analysis of Hallmark Gene Sets in EDA-A2 treated myotubes. Related to Fig 6.

The results of the gene set enrichment analysis comparing EDA-A2-treated myotubes with control samples are presented. The analysis involves the hallmark gene sets.

NAME: Name of the hallmark gene set, SIZE: Number of genes in the gene set, ES (Enrichment Score): The score reflecting the degree to which the gene set is overrepresented at the top or bottom of the ranked list of genes, NES (Normalized Enrichment Score): The ES normalized for differences in gene set size, NOM p-val (Nominal p-Value): The statistical significance of the ES, FDR q-val (False Discovery Rate q-Value): Adjusted p-value accounting for multiple hypothesis testing, FWER p-val (Family-Wise Error Rate p-Value): The probability of at least one Type I error among all the hypothesis tests, RANK AT MAX: The position in the ranked list of genes at which the ES is at its maximum.

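Gene set enrichment analysis ranks all genes by their difference between 2 conditions and walks down the ranking, so a set whose genes gather at the top has a positive score and a set at the bottom a negative one. A normalized score of the same kind was computed from the edgeR log2 fold changes with fgsea, on lists of genes written without these data. The normalized enrichment score was 2.40 for the NFκB targets (adjusted p 1.53e-10), 1.95 for the interferon-induced genes (0.000531), -2.22 for the sarcomere genes (2.59e-06) and -2.44 for the nuclear-encoded respiratory chain (1.52e-10). These p-values come from permuting genes, with Benjamini-Hochberg adjustment, and treat genes as independent.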

**Table S2** Gene Set Enrichment Analysis in Type IIb myonuclei: Cachectic vs Control. Related to Fig 6.

This table details the gene set enrichment analysis using the Hallmark gene sets and comparing cachectic and control type IIb myonuclei. The definition of abbreviations is the same as Table S1.

**Table S3** Gene Sets and Genes Enriched in both EDA-A2-treated Myotubes and Cachectic Type IIb Myonuclei. Related to Fig 6.

This table lists gene sets and genes enriched in both EDA-A2 treated myotubes and cachectic type IIb myonuclei. This table contains two sheets; one for the Hallmark gene sets and another for the KEGG gene sets.

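The copy of the table holds some lists of core genes only in part, so the number of genes held is given beside the table's own number. On the hallmark sheet, the EDA-A2 lists for myogenesis and for oxidative phosphorylation hold 42 of 78 and 42 of 119 genes. In EDA-A2-treated myotubes, 41 of these myogenesis genes were tested and all were lower, with 17 DEGs, and all 42 genes for oxidative phosphorylation were lower, with 1 DEG. For fatty acid metabolism 38 genes were tested of 60 in the table, all lower, with 4 DEGs. The list for TNFα signalling via NFκB had 40 genes tested of 64, all higher, with 21 DEGs. Whole lists are held for IL6-JAK-STAT3 and TGFβ signalling: 23 of 24 genes were tested in the former with 9 DEGs, and 12 of 12 in the latter with 5 DEGs, all of them higher. On the KEGG sheet, 82 ribosome genes are counted and 59 were tested, all of them lower, though 49 were lower under scaling to total counts and 56 with corrections for length and GC content. No ribosome gene was a DEG, and 3 had an unadjusted p-value under 0.05. The motor protein list was whole, and 21 of its 46 genes tested were DEGs. With no filter the DEGs fell to 3 for motor proteins, 4 for myogenesis, 1 for fatty acid metabolism, 8 for TNFα, 2 for IL6-JAK-STAT3 and 1 for TGFβ signalling. With a replicate block and the corrections they were 27, 26, 5, 27, 12 and 8, and the hallmark list for oxidative phosphorylation had 11.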

Sample: Name of the sample, Gene Set: Name of the common enriched gene set, Set Size: Number of genes in the gene set, ES (Enrichment Score): The score reflecting the degree to which the gene set is overrepresented at the top or bottom of the ranked list of genes, NES (Normalized Enrichment Score): The ES normalized for differences in gene set size, qvalue (False Discovery Rate q-Value): Adjusted p-value

54 accounting for multiple hypothesis testing, Core Enrichment: List of core enriched genes in the pathway,  
55 common genes colored with green.

56 **Table S4** snRNA-Seq KEGG Pathway Analysis. Related to Fig 6 and S2.

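Each sheet of this table gives, for 1 cluster of nuclei, the KEGG sets enriched between cachectic and control muscle and the core genes behind each score. The sheet for type IIb nuclei was used here only as a source of gene lists, with at least 10 genes tested per list. Its nuclei are not analysed here. As an example, the list for carbon metabolism had 32 genes tested in the EDA-A2 libraries, with a median log2 fold change of -0.12, and that for biosynthesis of amino acids had 19 genes and a median of -0.12 (adjusted p 0.0286 by camera with Benjamini-Hochberg adjustment).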

57 This table series includes the results of the gene set enrichment analysis of the single-nucleus RNA  
58 sequencing data. Each sheet in this table represents a distinct nuclear cluster, and the data is analyzed with  
59 respect to the KEGG pathways. ID: KEGG pathway identifier, Description: Description of the KEGG  
60 pathway, setSize: Number of genes in the pathway, Enrichment Score: Quantifies the degree to which a set  
61 of genes is overrepresented at the top or bottom of a ranked list of genes, NES (Normalized Enrichment  
62 Score): Adjusts the Enrichment Score for the size of the gene set, P-value: Significance of the enrichment  
63 score, Q-value: False discovery rate adjusted p-value, Rank: Rank of the gene set in the analysis, Leading  
64 Edge: Percentage representation of the gene set in the analysis, Core Enrichment: List of core enriched genes  
65 in the pathway.

Figure S1

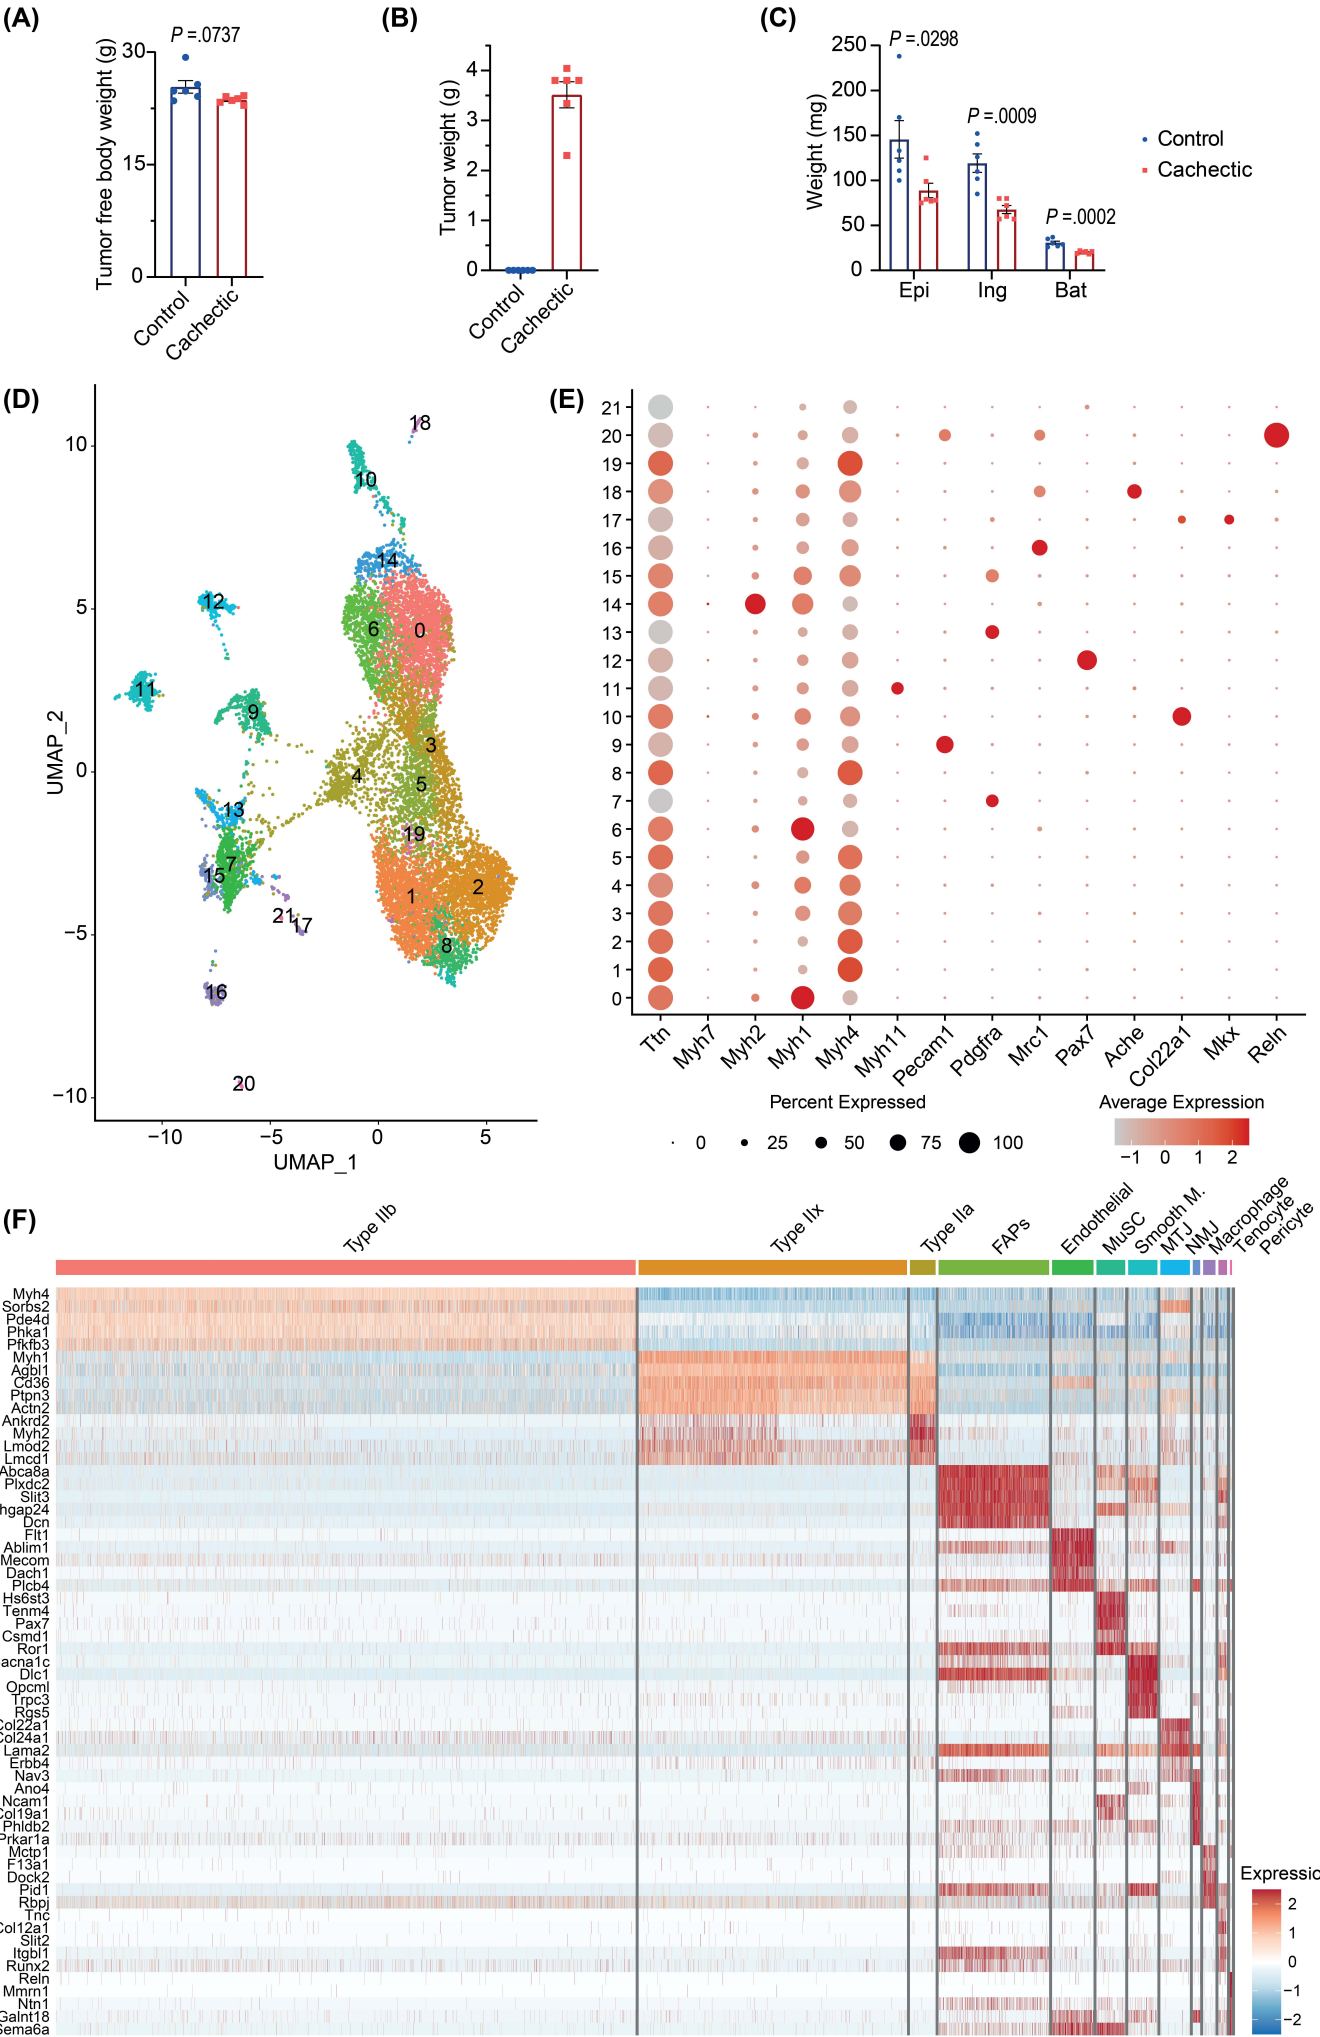

Figure S2

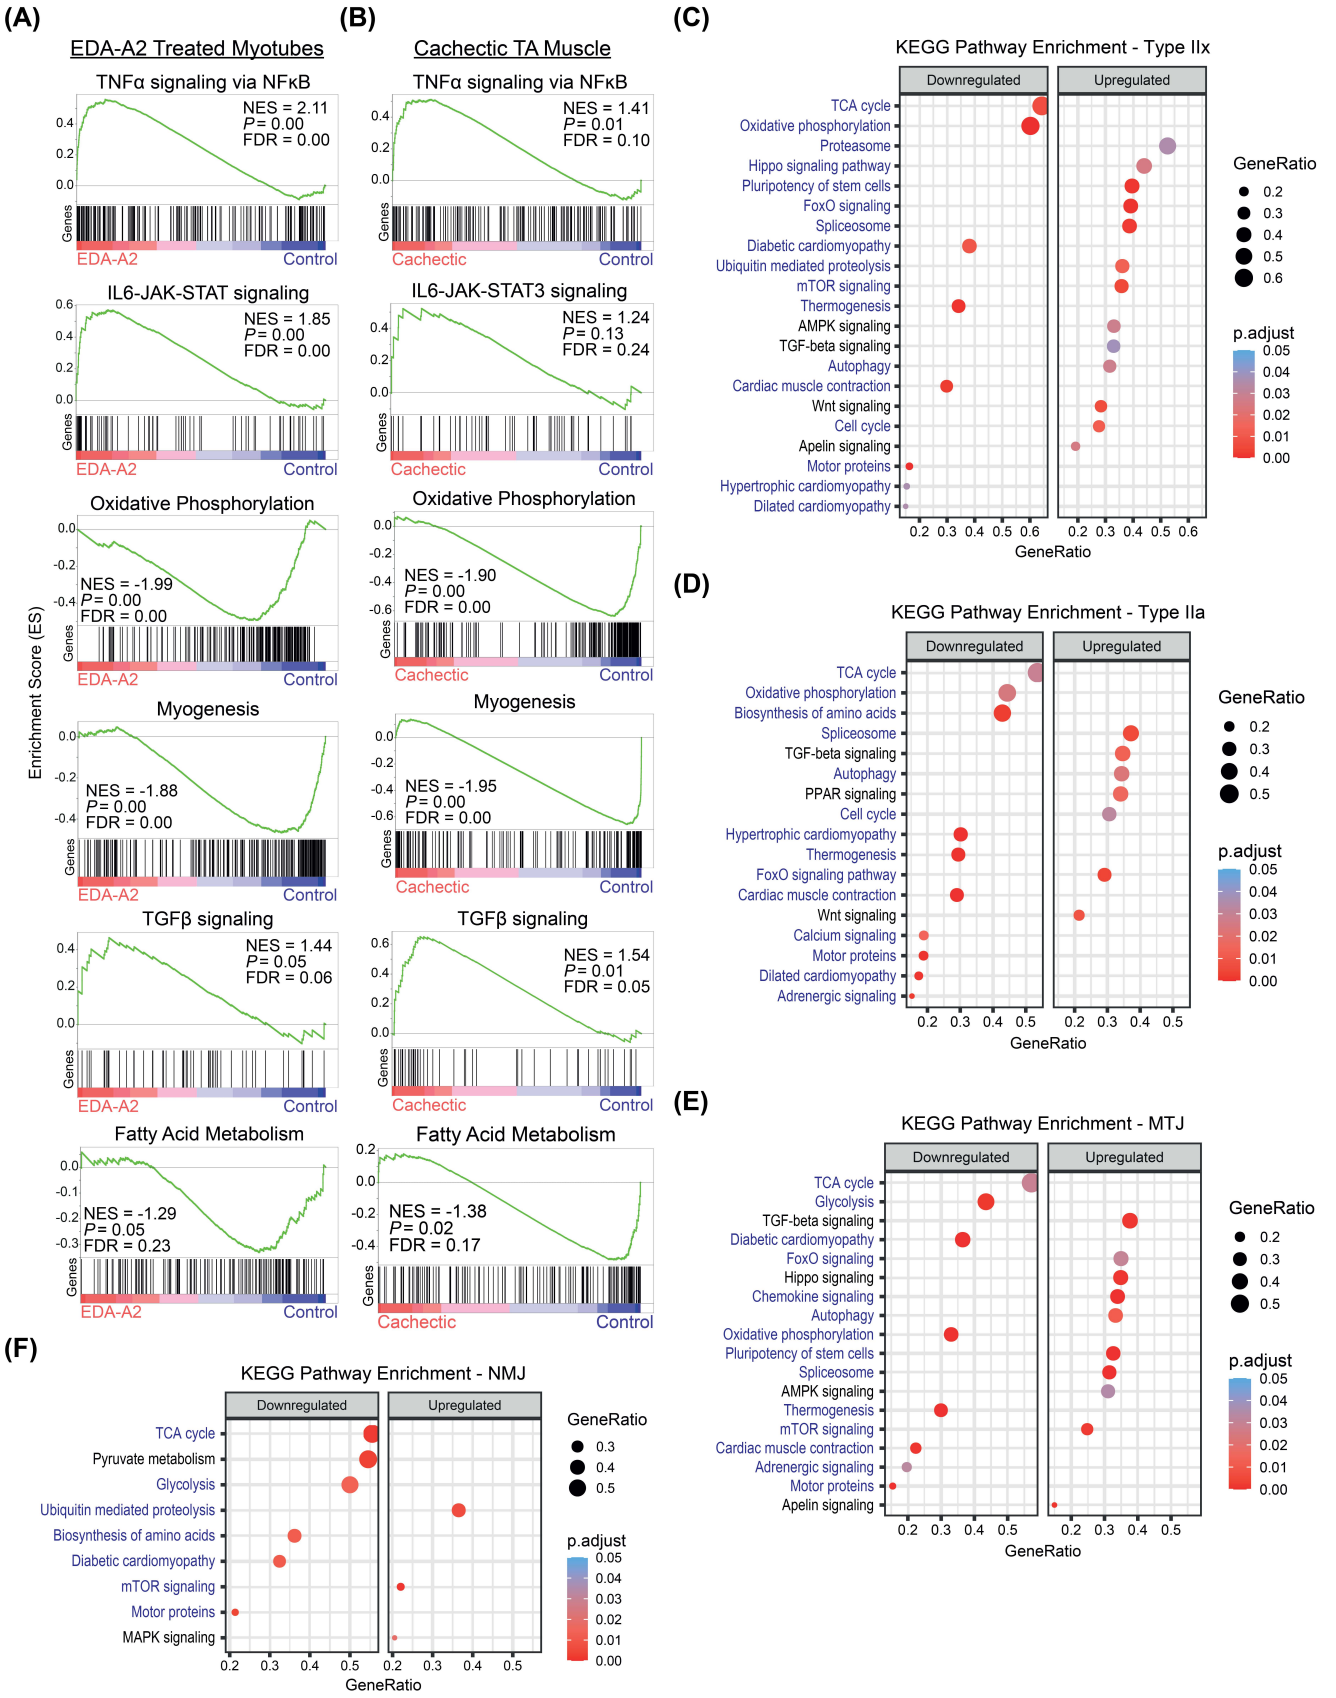

**Supplement:** Supplementary file 1 — Figure S1 Single‐nucleus RNA‐seq analysis of atrophying muscles identifies distinct nuclear signatures. Related to Figure 1. (A) Tumor‐free body weight of control and cachectic mice (n = 6). (B) Tumor weight of cachectic mice (n = 6). (C) Epididymal white adipose tissue (Epi), inguinal white adipose tissue (Ing), and interscapular brown adipose tissue (Bat) weight of control and cachectic mice (n = 6). (D) UMAP plot of color‐coded unsupervised clusters. (E) Dot plot of marker gene expression in unsupervised clusters. The size of the dots represents the percentage of nuclei expressing the marker gene and the red color intensity indicates the expression level. (F) Heatmap of the top 5 signature genes of each nuclear cluster. (A,C) Unpaired two‐sided Student's t‐test was used for statistical analysis. Data are represented as individual points and mean ± SEM. Figure S2. EDA2R activation and tumor inoculation suppress gene sets related to muscle contraction and oxidative metabolism. Related to Figure 6. (A,B) GSEA plots of hallmark gene sets enriched in EDA‐A2‐treated myotubes (A) and cachectic type IIb myonuclei (B). NES, normalized enrichment score; FDR, false discovery rate. (C‐F) KEGG pathways enriched in cachectic type IIx (C), type IIa (D), MTJ (E), and NMJ (F) myonuclei. The size of the dots represents the enriched gene ratio in each pathway and the red color intensity represents adjusted p values. Blue colored gene sets are shared with the cachectic type IIb myonuclei.

How the deposited data were processed for this re-analysis (not part of the article)

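Bulk RNA sequencing of mouse primary myotubes was re-analysed from 4 libraries, 2 of control myotubes and 2 of myotubes treated with EDA-A2. No other experiment of the paper is analysed here. According to the paper, the authors checked the reads with FastQC, trimmed them with trimGalore, mapped them to GRCm39 with STAR and counted them per gene with HTSeq. The authors deposited raw counts per Ensembl gene, 1 table per library, without normalization, filtering or pooling of replicates. HTSeq's summary lines were left out of library sizes and tests: 6.68%, 6.68%, 7.40% and 6.84% of the pairs fell outside annotated genes, 0.946%, 0.986%, 0.956% and 0.978% were ambiguous between genes, and 4.56%, 4.76%, 4.63% and 4.74% did not map uniquely (control replicates 1 and 2, then EDA-A2 replicates 1 and 2). The paper's text does not name its test for differential expression, the annotation release or the strand option, and the reference annotation used here (GENCODE) matched 52610 of the 53647 genes in the tables.

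Depth was nearly equal, as given at the first mention of the experiment, and the mean total of the EDA-A2 libraries differed from that of the controls by -0.026%. Within a condition, the chi-square per gene between the 2 libraries was 10.3 for control and 4.89 for EDA-A2, and between libraries of different conditions it was 16.4 to 25.0. The common dispersion was 0.00384. The 100 genes with the most counts took 23.2% and 22.6% of the counts in the control libraries and 21.2% and 21.3% in the EDA-A2 libraries. The most abundant transcript, H19, took 2.79%, 2.77%, 2.44% and 2.33%.

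Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit without robust estimation and glmQLFTest) with condition as the only term. P-values were adjusted by the Benjamini-Hochberg method, and the threshold was 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. A fold against a condition with at most 3 counts in each library is a lower bound against that floor. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, and the value given for a list is the median log2 fold change of its genes. Alternatives were fry, camera with the correlation estimated, and pre-ranked enrichment with fgsea 1.28.0. Length and GC content were corrected with loess offsets per library (span 0.3), which needs both values and was run on 15103 genes.

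The lists of NFκB targets, interferon-induced genes, sarcomere genes, respiratory chain genes and myosin heavy chains, those of interferon and cytokine genes and of markers of macrophages, T cells, fibroblasts, endothelial cells, myoblasts, dividing cells and differentiation, the list of genes that the paper names for myonuclei, the choice of Reactome sets and the main tests and alternatives were set before the data were examined. So was the rule for naming genes: the genes the paper names, 5 protein-coding DEGs per direction with the largest fitted change, and in each list up to 5 genes with the smallest p-value. A Reactome set was used only if at least 80% of its genes matched the tables, which excluded that of chemokine receptors. Core lists of type IIb myonuclei came from the paper's supplementary tables, and a KEGG list was tested if it was whole in the copy and at least 10 of its genes were tested.

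Alternatives were DESeq2 size factors, upper quartile factors or total counts in place of TMM, no filter beyond 1 count in total, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, a block for the replicate number, protein-coding genes only, length and GC offsets, stricter thresholds, and leaving out each library in turn. With 2 libraries per condition, a fit without 1 of them gives a value and no test. The steps were tested on simulated counts with 200 genes changed by 1 on the log2 scale. Of these, edgeR called 187 (93.5%) and 17 unchanged genes of 14964 tested, and DESeq2 called 172 (86.0%). Among 2 changed and 50 random sets, camera, fry and fgsea called both changed sets, camera with an estimated correlation called 1, and fry also called 1 random set. The simulated genes were drawn independently of each other. These set results therefore cannot show which set test is right for correlated genes or for smaller shifts. A length trend of 0.30 put into the simulated data measured 0.29 without offsets and 0.01 with them. Copies of mitochondrial DNA in the nuclear genome were searched with blastn 2.17.0 at an identity of at least 90%.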

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

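The tests on Mymx, Colq, Spib and Gm30873 below were chosen only after their values were seen, as were these genes themselves and their neighbours Slc29a1, Capn11 and Arnt2, the pseudogene Or2y7, and Ache and Musk.

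Mymx, which encodes the fusion protein myomixer and is not mentioned by the paper, stood out as a signal outside the genes it discusses. Mymx (ENSMUSG00000079471, chromosome 17 from 45911239 to 45913028 of GRCm39) rose from 2636 ± 23.4 to 6156 ± 51.7 normalized counts (SD, 2 libraries each). The log2 fold change was 1.22 (standard error 0.07, adjusted p = 2.95e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Upper quartile, DESeq2 and total-count scaling shifted the median log2 fold change of all genes by at most 0.0547, far less than the rise of Mymx, which argues against scaling shifted by a few abundant genes. With length and GC offsets, 3 of the 3 genes Mymx, Colq and Spib kept an adjusted p-value under 0.05. Its neighbours Slc29a1 and Capn11 also rose, by 0.81 and 2.46 on the log2 scale. Reads running on from Capn11, the upstream neighbour on the same strand, are argued against by the rise per kilobase of exon, 15.9 normalized counts in Capn11 against 2020 in Mymx and 602 in Slc29a1.

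Rises of neighbouring genes were more frequent than chance placement gives. Of all DEGs that rose, 40 neighbouring pairs both rose, against a median of 9 and a highest number of 24 in 10000 placements of the calls among genes of similar expression (permutation p = 1e-04, the smallest these permutations can give). For genes that fell there were 22 pairs, against a median of 7 and a highest number of 19 (permutation p = 1e-04, also the smallest). Of the 40 pairs 52.5% were on one strand, against 46.6% of all neighbouring pairs. The pairs include related genes of one family, such as Gbp7, Gbp3 and Gbp2, and overlapping genes on opposite strands, such as Arnt2 and Gm30873. Neither kind was set apart. A candidate explanation for the rise of Mymx is a response shared along the segment of chromosome 17 from Slc29a1 to Tmem63b. Nfkbie lies nearby, but none of the 40 pairs includes it, so its tested neighbours were not called higher. The permutations covered all chromosomes and did not test this segment. The counts hold no measure of chromatin or transcription factor binding, and this stays a hypothesis. A change in fusion or differentiation of the cultures remains open as well.

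Colq, the collagen tail that anchors acetylcholinesterase at the neuromuscular junction, rose from 549 ± 43.5 to 2083 ± 90.6 normalized counts. Its log2 fold change was 1.92 (standard error 0.09, adjusted p = 4.66e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper does not mention Colq, and it mentions Ache only as a marker of nuclei at the junction. Ache rose by 1.27 on the log2 scale (adjusted p = 2.05e-07 from the same edgeR test). If a rise of the whole postsynaptic program were behind it, genes of the acetylcholine receptor and its clustering would rise too. Their median log2 fold change was -0.18, 0 of 9 were higher (2 were DEGs, both lower: Musk at -0.33 and Lrp4 at -0.28), and the p-values were 0.000125 by camera and 0.00219 by fry, which argues against that explanation. A response limited to the esterase and its anchor may remain, and it was not tested further.

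Spib, a transcription factor of the ETS family on chromosome 7 from 44175417 to 44181495, had 0 counts in both control libraries and 19 and 26 in the EDA-A2 libraries. It was at least 7.22-fold higher after EDA-A2 (adjusted p = 0.000884 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With no filter its adjusted p was 0.0835, and with the offsets above its call was kept. The counts are few, and the control level was not detectable at this depth. Spib is expressed in immune cells, and the test of macrophage and T cell transcripts is given with the other observations. A direct response of the myotubes stays open, as a hypothesis.

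Gm30873, a long noncoding RNA on chromosome 7 from 83987250 to 83997079 that the paper does not mention, rose from 7.62 to 185 normalized counts. The log2 fold change was 4.57 (standard error 0.31, adjusted p = 3.66e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene lies inside Arnt2 on the opposite strand, and the strand option of the counting is not named, so reads of Arnt2 could have been counted on it. Arnt2 rose by 0.72, and the difference of the 2 log2 fold changes was 3.85 (standard error 0.33), which argues against reads of Arnt2 as the whole cause. Transcription from this locus that is not part of either annotated gene stays open. A similar limit holds for Or2y7, an olfactory receptor pseudogene with a log2 fold change of 2.68, whose reads may come from an unannotated transcript: the difference for Gm30873 does not extend to it, and it was not tested.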

How the results depend on the processing

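No test in this part was chosen only after a result was seen, though some of the single genes were.

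Across settings both the numbers of DEGs and their identity moved. The 371 higher and 323 lower genes became 64 and 22 with no filter, all 86 of them shared with the main result. Testing more genes lowers the calls, but it does not account for the whole loss. Genes with an unadjusted p-value under 0.05 in edgeR's test numbered 2264 with no filter, against 2372 in the main result. Nfkbie kept its log2 fold change of 3.15, while its adjusted p from edgeR's test rose from 6.24e-10 to 0.00166. The p-values of single genes thus rose in this fit as well, and the cause of that was not tested. Scaling to total counts gave 485 higher and 194 lower genes, so the share higher moved from 53.5% to 71.4%, with 565 shared. This scaling moves the median of all genes to 0.05. A log2 fold change of at least 1 left 87 and 20 genes, and an adjusted p-value under 0.01 left 204 and 135. Under DESeq2 size factors, upper quartile factors, at least 10 counts in every library, protein-coding genes, length and GC offsets and the DESeq2 Wald test both counts stayed within 1.5 times. Shared calls numbered 693, 649, 653, 644, 586 and 526. Of the genes in the paper's EDA-A2 lists, 70 were called higher and 38 lower. These became 18 and 5 with no filter, and the lower ones 25 under total counts.

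The control and EDA-A2 libraries share only a replicate number, and deviations of same-numbered libraries correlated at 0.06 over all genes and 0.18 over the more expressed ones. With a replicate block, 529 genes were lower and 537 higher, 693 of them shared, and with the replicate block and the length and GC offsets 633 were higher and 558 lower (692 shared). The listed genes called lower then numbered 64 and 70. The cause was not tested.

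Of the set tests, fry and camera with an estimated correlation changed most. Under each of them 1 of the 5 families was higher (NFκB targets) and 0 lower, with 1 lower at an unadjusted p-value under 0.05. Adjusted p-values under fry and estimated correlation were 0.153 and 0.272 for nuclear respiratory chain genes, 0.0626 and 0.0617 for sarcomere genes and 0.201 and 0.272 for interferon-induced genes. Over the other alternatives with a test these 3 families kept their calls, with adjusted p-values up to 0.000531. The NFκB targets were called under each, at most 0.0145. Reactome sets numbered 1 higher and 0 lower under fry (3 and 2 unadjusted), and 0 and 0 with the correlation estimated (1 and 1 unadjusted). Pre-ranked GSEA gave 4 lower. Type IIb lists numbered 1 higher under total counts, with no filter and under fry. Lower lists were 0 under fry (7 unadjusted), 0 with the correlation estimated (1 unadjusted) and 3 under pre-ranked GSEA. The estimate of the correlation rests on 4 libraries, and in simulated data it called 1 of 2 changed sets. Those simulated genes were independent, so the simulation cannot decide between the set tests where genes are correlated. The causes were not tested.

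These results changed direction. Mitochondrial DNA genes had a median of 0.0057 under total counts and an enrichment score of 1.22. Interferon alpha and beta signalling had 0.0432 under total counts, 0.0113 with offsets, 0.0203 with offsets and the replicate block, and a score of 0.767. Fatty acid beta-oxidation had 0.0037 under upper quartile factors, 0.0536 under total counts, 6e-04 with at least 10 counts and 7e-04 over protein-coding genes. VEGF signalling had 0.0338 under total counts and a score of 0.788. The type IIb lists for TNFα and IL6-JAK-STAT3 had scores of -0.775 and 0.746. Those for ubiquitin-mediated proteolysis and FOXO signalling, with medians of -0.01 and -0.01, had scores of 0.883 and 0.489. Some type IIb lists that are not named also had a score of the opposite sign. Under total counts 13 of the 20 lists that fell in the nuclei had a median below 0, against 20 in the main result. Of the 34 that rose there, 33 had a median above 0, against 24. Pdk4 had 1e-04 under upper quartile factors, 0.0476 under total counts, and 0.0209 and 0.0165 with the replicate block without and with offsets, and Asb2 had 0.012 under total counts. The cause was not tested.

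Among named genes, 28 calls were lost with no filter, 5 under total counts and 1 each with offsets, the stricter filter and the block, which also called 5 more (mt-Nd6, Ckm, Myh2, Pik3r1 and Myh1).

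Leaving out each library in turn gave medians from 0.71 to 0.87 for NFκB targets and from 0.20 to 0.55 for interferon-induced genes. The value of 0.55 was without control replicate 1. Without EDA-A2 replicate 1 the type IIb lists for oxidative phosphorylation and cardiac muscle contraction moved from -0.15 and -0.16 to -0.08 and -0.08, and the nuclear respiratory chain from -0.18 to -0.11. Myh2 moved from -1.50 to -0.25 without control replicate 1. Of 280 values for named genes 9 moved by more than the spread between replicates, and of 88 for gene sets 19 did. Depth limits genes near the floor of 3 counts, such as Spib and Adtrp, to lower bounds.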

Differences from the paper's values

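No test in this part was chosen after a result was seen.

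For KEGG lists the paper's number of core genes, here and above, was taken as the set size times the stated share in the core, rounded. In each KEGG list that is whole in the copy, fewer genes were tested here than that number, except for apoptosis (13 and 13). Every listed gene that was tested went in the direction of its list. The difference therefore lies in how many genes passed the filter and not in their direction. In 7 of these lists the paper's number was more than 1.5 times the number here. The paper's number for viral protein interaction with cytokines and their receptors is 17, and 8 genes were higher here. For drug metabolism by other enzymes the paper's number is 12 and 7 were higher here, and for systemic lupus erythematosus it is 12 and 7 here. Renin secretion has 5 in the paper and 2 here. Chemokine signalling has 18 in the paper and 10 here, cytokine-cytokine receptor interaction 49 in the paper and 31 here, and maturity onset diabetes of the young 3 in the paper and 1 here. Of the alternatives set before the data were examined, only keeping every gene with at least 1 count in total gave the paper's number, in all 7 lists. DESeq2 size factors, upper quartile factors, total counts, at least 10 counts in every library, protein-coding genes, offsets and the replicate block, alone and with offsets, did not.

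The paper states that TGFβ signalling was enriched in EDA-A2-treated myotubes. Here the Reactome set for the TGFβ receptor complex had a median log2 fold change of 0.02 (adjusted p 0.646 by camera), and no alternative called it. The type IIb list for TGFβ was called under total counts (adjusted p 0.0248) and with no filter (0.0191), and not otherwise. The paper states the same of IL6-JAK-STAT signalling, for which the Reactome interleukin-6 set had a median of 0.03 (0.71) and no alternative called it. For fatty acid oxidation the paper states enrichment in the control group, and the Reactome set had a median of -0.00 (0.71). The type IIb list for fatty acid metabolism was called lower with no filter (0.0191) and under no other alternative. For angiogenesis, which the paper states was enriched in the control group, the VEGF set had a median of -0.02 (0.646), and no alternative called it. For interferon response, which the paper states was enriched in EDA-A2-treated myotubes, the sets differed. Interferon gamma signalling was called higher, with a median of 0.15 (0.000133 by camera and 0.0413 by fry), and the interferon-induced list was called by camera (1.36e-07) but not by fry (0.201). The Reactome set for interferon alpha and beta had a median of -0.01 (0.332) and was not called under any alternative. Only 12 of its 27 genes were tested, with 2 DEGs, both higher, so it does not show that this response is absent. These sets are not the hallmark sets that the paper used.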

Other observations

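The tests on the nuclear copy of mitochondrial DNA and on genomic DNA in EDA-A2 replicate 1, the comparisons over library pairs, the comparison of total counts and the choice of 8 immune transcripts and of the differentiation and myoblast markers named were made only after the result was seen.

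The receptor gene Eda2r had 7354 ± 468 normalized counts in control and 9342 ± 861 in EDA-A2-treated myotubes. Its log2 fold change was 0.35 (standard error 0.08, adjusted p = 0.0179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 0.25 and 0.44 with each library left out in turn. With no filter its adjusted p was 0.261. Eda, the gene of the ligand, had 200.5 ± 38.8 and 171.8 ± 8.65 normalized counts, a log2 fold change of -0.22 (adjusted p = 0.591 from the same edgeR test).

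Of the genes that the paper names for myonuclei of cachectic muscle, 3 were higher and 6 lower in the myotubes by edgeR's test. Not every gene of that list is given here. Of the 27 tested, 15 passed when adjusted over the list alone. Trim63 rose by 0.83 (adjusted p = 7.62e-06 from edgeR's test) and Fbxo32 by 0.65 (adjusted p = 0.000122 from edgeR's test), and Eda2r is the third. The DEGs that fell were Fhl1 (-0.81), Ckmt2 (-0.56), Acta1 (-0.52), Mylpf (-0.48), Eno3 (-0.27) and Myl1 (-0.26). With no filter the calls of Trim63, Fbxo32, Fhl1 and Mylpf were kept. Those of Eda2r, Ckmt2, Acta1, Eno3 and Myl1 were lost. The calls of Eno3 and Myl1 were also lost under total counts. That of Eno3 was lost with length and GC offsets, and that of Myl1 with the stricter filter and with the replicate block. Asb2, Pdk4, Foxo1, Pik3r1, Lpin1, Actg1, Ank2, Fhod3, Mybpc2, Ckm, Amd1, Smox and Srsf5 were not called, and Klhl38, with 6, 7, 18 and 9 counts, was not tested. Ckm and Pik3r1 were called with a replicate block. Among 6 myosin heavy chains, 3 were lower by edgeR's test and 5 when adjusted over the list alone. Myh1 and Myh4 were not called (-0.25 and 0.01). Myh2 was not called either (adjusted p = 0.0591 from edgeR's test). Its log2 fold change was -1.50, which was -0.25 without control replicate 1. With a replicate block Myh2 and Myh1 were called (adjusted p = 0.00605 and 0.0459 from edgeR's test).

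Fewer differentiated cells in the EDA-A2 cultures would lower differentiation markers along with sarcomere genes and raise markers of other cells. The 11 differentiation markers had a median log2 fold change of -0.08, with 2 higher, 1 DEG in each direction (Mymx higher, Cav3 lower) and 5 genes passing when adjusted over the list alone. In 4 of 4 pairs of a control and an EDA-A2 library their median fell less than that of the sarcomere genes, by 0.14 to 0.25. Markers of fibroblasts, myoblasts and dividing cells had a median of -0.03, with 10 of 26 higher. Alone, their medians were -0.08 for 8 fibroblast markers tested, -0.06 for 8 myoblast markers, of which Cdh15 was called lower (-0.47) and 4 had an unadjusted p-value under 0.05, and 0.01 for 10 markers of dividing cells, and 4 endothelial markers had 0.14. When adjusted over the list alone 3 myoblast markers passed: Cdh15, and Itga7 and Sdc4, which were higher by 0.22 and 0.19. Normalized counts summed over the myoblast markers rose from 39710 to 42960. None of the fibroblast, dividing-cell or endothelial markers was called, and 2, 0 and 0 of them had an unadjusted p-value under 0.05. If fewer differentiated cells lowered both groups alike, these values argue against that as the whole cause of the lower sarcomere genes. They cannot decide where the groups would fall by different amounts. A change in differentiation or in the myoblasts stays open. With length and GC offsets the median of the sarcomere genes was -0.24 (adjusted p 1.27e-15 by camera), which argues against that bias. Lower transcription of these genes, as a hypothesis, may remain.

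For the higher interferon-induced and NFκB target genes, immune cells in the cultures would bring their abundant transcripts. Of 8 such transcripts (Lyz2, C1qa, C1qb, C1qc, Tyrobp, Ptprc, Cd3e and Cd3d) the highest count in an EDA-A2 library was 2, which argues against immune cells. In all, 7 of the 12 macrophage markers and 5 of the 8 T cell markers had at most 3 counts in every library. The 4 macrophage markers tested (Cd68, Mrc1, Itgam and Cd14) had a median log2 fold change of 0.62, and none was called, with 2 at an unadjusted p-value under 0.05. T cell markers had a median of -0.18 over 2 genes tested, none called, and 0 had an unadjusted p-value under 0.05. A difference in depth is argued against by the mean total counts, which differed by -0.026% between the groups, while the smallest rise among the 25 DEGs of these 2 families was 0.34 on the log2 scale. Interferon made by the cultures is a hypothesis: 0 of 8 interferon genes were above 3 counts in both EDA-A2 libraries, and the highest count was 2. Interferon transcribed before the harvest, or below this depth, cannot be told apart from its absence. Of 12 interferon and cytokine genes 2 were tested, with a median of 0.26, both higher and neither called, and 1 had an unadjusted p-value under 0.05. Irf1, which both pathways induce, rose by 1.06 (adjusted p = 2.85e-06 from edgeR's test). A direct effect of EDA-A2 through NFκB may remain.

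The lower nuclear-encoded respiratory chain genes kept a median of -0.16 with length and GC offsets (adjusted p 2.44e-15 by camera), and the highest median over 3 other scalings was -0.12, which argues against these biases as the cause of the fall. Fewer mitochondria, as a hypothesis, might lower genes encoded in mitochondrial DNA by as much. For the 7 such genes without a full nuclear copy the median was -0.05. They fell less than the nuclear family in 3 of 4 library pairs, with a gap between -0.03 and 0.21, so the explanations cannot be told apart at this spread between libraries.

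Near-zero counts of 6 of 13 genes encoded in mitochondrial DNA, mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l, are consistent with reads shared with a nuclear copy and not counted. In each of the 6, at least 98.8% of windows of 100 bases have an identical copy in the nuclear genome, against at most 60.8% in the other 7 genes, whose lowest count was 542 (Fisher's exact test, two-sided, p = 0.000583). The longest copy holds positions 6390 to 11042 of mitochondrial DNA and lies on chromosome 1 from 24650616 to 24655269 of GRCm39, with 99.9% identity. No biological explanation was tested.

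In EDA-A2 replicate 1 more pairs fell outside annotated genes than in the other libraries, 226008 pairs above their level. Genomic DNA would spread over genes that muscle does not express. Over 1522 olfactory and vomeronasal receptor genes with at most 3 counts in each of the other libraries, this library had 33 counts and the others 20 to 22, where DNA would add 231. Choosing the genes by the other libraries alone favours a higher count in this one. Over all 1546 receptor genes it had 471 counts and the others 364 to 400. These counts argue against genomic DNA as the whole cause. Unspliced RNA or unannotated transcripts may remain and were not tested.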
